# Mitochondrial clearance and increased HSF-1 activity are coupled to promote longevity in fasted *Caenorhabditis elegans*

**DOI:** 10.1016/j.isci.2024.109834

**Published:** 2024-04-27

**Authors:** Nikolaos Tataridas-Pallas, Yahyah Aman, Rhianna Williams, Hannah Chapman, Kevin J.H. Cheng, Casandra Gomez-Paredes, Gillian P. Bates, John Labbadia

**Keywords:** Biological sciences, Physiology, molecular biology, cell biology

## Abstract

Fasting has emerged as a potent means of preserving tissue function with age in multiple model organisms. However, our understanding of the relationship between food removal and long-term health is incomplete. Here, we demonstrate that in the nematode worm *Caenorhabditis elegans,* a single period of early-life fasting is sufficient to selectively enhance HSF-1 activity, maintain proteostasis capacity and promote longevity without compromising fecundity. These effects persist even when food is returned, and are dependent on the mitochondrial sirtuin, SIR-2.2 and the H3K27me3 demethylase, JMJD-3.1. We find that increased HSF-1 activity upon fasting is associated with elevated SIR-2.2 levels, decreased mitochondrial copy number and reduced H3K27me3 levels at the promoters of HSF-1 target genes. Furthermore, consistent with our findings in worms, HSF-1 activity is also enhanced in muscle tissue from fasted mice, suggesting that the potentiation of HSF-1 is a conserved response to food withdrawal.

## Highlights

• A single period of transient fasting enhances proteostasis and extends lifespan
• Transient fasting potentiates HSF-1 activity in worms and mice
• Enhanced HSF-1 activity following fasting is dependent on mitochondrial sirtuins
• Potentiation of HSF-1 following fasting requires the H3K27me3 demethylase JMJD-3.1

## Introduction

Maintaining a fully functional proteome is crucial for long-term cell and tissue health. This is routinely achieved by the proteostasis network (PN), a collection of molecular machines that promote accurate protein synthesis, folding, trafficking, and degradation.^1^ In parallel, the PN also rapidly recognizes and neutralizes any misfolded, mislocalized or aggregated proteins that arise from biosynthetic errors or environmental stress.^1^

As organisms age, the capacity of the PN declines, leaving tissues vulnerable to proteostasis collapse (i.e., the accumulation of misfolded, mislocalized, and aggregated proteins).^2^ This process lies at the heart of many age-associated sporadic and inherited diseases (e.g., Alzheimer’s Parkinson’s Huntington’s), raising the possibility that suppressing age-related proteostasis collapse could be a potent way to simultaneously suppress multiple age-associated diseases.^3^

Studies in the nematode worm *Caenorhabditis elegans*, have revealed that the timing and magnitude of age-related proteostasis collapse are linked to the functional status of the germline and mitochondria early in life.^4^^,^^5^^,^^6^^,^^7^ In response to impaired electron transport chain (ETC) activity or reduced levels of the mitochondrial carrier homologue, MTCH-1/MTCH2, cells can activate mitochondria-to-cytosolic stress responses that converge on the transcription factor HSF-1 to upregulate specific PN components and protect cells against proteostasis collapse later in life.^8^^,^^9^ In addition, increased HSF-1 activity has been shown to extend lifespan through mitochondria associated mechanisms,^10^^,^^11^ suggesting a close relationship between mitochondrial status, HSF-1 activity and proteome integrity. However, it remains unclear whether mitochondria-to-HSF-1 communication plays a role in promoting longevity in response to lifestyle changes that alter mitochondrial function.

Among the lifestyle interventions linked to increased lifespan, enhanced longevity as a result of altered nutrient availability is strongly linked to changes in mitochondrial status. In addition, activation of mitophagy (the primary mechanism through which defective mitochondria are removed from cells) has been shown to promote longevity and suppress age-associated disease.^12^

Nutrient restriction can take many forms, with the chronic removal or reduction of food intake through dietary restriction (DR) being one of the oldest lifestyle changes associated with increased longevity across model organisms.^13^ More recently, intermittent fasting (IF) has emerged as a more sustainable way to extend lifespan and prolong healthy tissue function.^13^ IF can take many different forms, including alternate day fasting (ADF—the removal and restoration of food on alternating days), the 5:2 diet (eating normally for 5 days and then limiting food intake to 500–600 calories for 2 days a week) and time restricted fasting (TRF—food intake is limited to short windows on each day).^14^ These lifestyle interventions are sufficient to provide long-term benefits, including extended lifespan and increased stress resistance in worms and flies.^15^^,^^16^ Furthermore, exposing worms or flies to fasting regimens exclusively during early life is sufficient to elicit lifespan extension.^15^^,^^16^

Both DR and fasting are associated with mitochondrial and metabolic remodeling,^17^^,^^18^ and HSF-1 is required for DR and TRF to increase lifespan in worms.^15^^,^^19^ This raises the possibility that the beneficial effects of fasting may be mediated by an interplay between mitochondria and HSF-1. However, it remains unknown whether mitochondria communicate with HSF-1 in response to fasting, how this is achieved, how long food removal is required for to elicit these effects and whether this can protect against age-related protein aggregation.

Here, we address these questions and demonstrate that a single period of fasting early in life potentiates HSF-1 activity, suppresses age-related protein aggregation, enhances stress resistance and extends lifespan in *C. elegans*. These effects are dependent on mitochondrial sirtuins and the H3K27me3 demethylase, JMJD-3.1, and are associated with a rapid reduction in mitochondrial copy number and a decrease in H3K27me3 levels at HSF-1 target genes.

## Results

### Early-life fasting increases proteostasis capacity in aged tissues

TRF and 5:2 fasting have been shown to extend lifespan, prolong healthy tissue function and increase stress resistance in both worms and flies.^15^^,^^16^ In *C. elegans*, the removal of food at the transition to adulthood results in a rapid NHR-49-dependent starvation response.^17^ Given that early-life fasting is sufficient to elicit long-term health benefits, we tested whether transiently removing worms from food for 24 h as they transition to adulthood (Figure S1A), would be sufficient to extend lifespan and maintain proteostasis capacity with age. We found that worms that had been fasted for 24 h at the L4/D1 adult stage and then returned to food, exhibited a 25% increase in median and maximal lifespan (Figure 1A). In addition, fasted animals also exhibited increased resistance to heat and endoplasmic reticulum (ER) stress (Tunicamycin treatment), but less so to oxidative stress (paraquat treatment), when returned to food for 24 h and allowed to commence reproduction (Figures 1B, S1B, and S1C). These effects were not associated with reduced brood size, although the onset of egg-laying was delayed in fasted animals (Figures 1C and S1D). However, a 24-h period of fasting was required before the onset of reproductive maturity for maximal enhancement of stress resistance (Figure 1D). These data demonstrate that a single, 24 h fast, prior to the onset of reproduction, is sufficient to increase lifespan and stress resistance in *C. elegans*, even when animals are returned to food.

**Figure 1:**
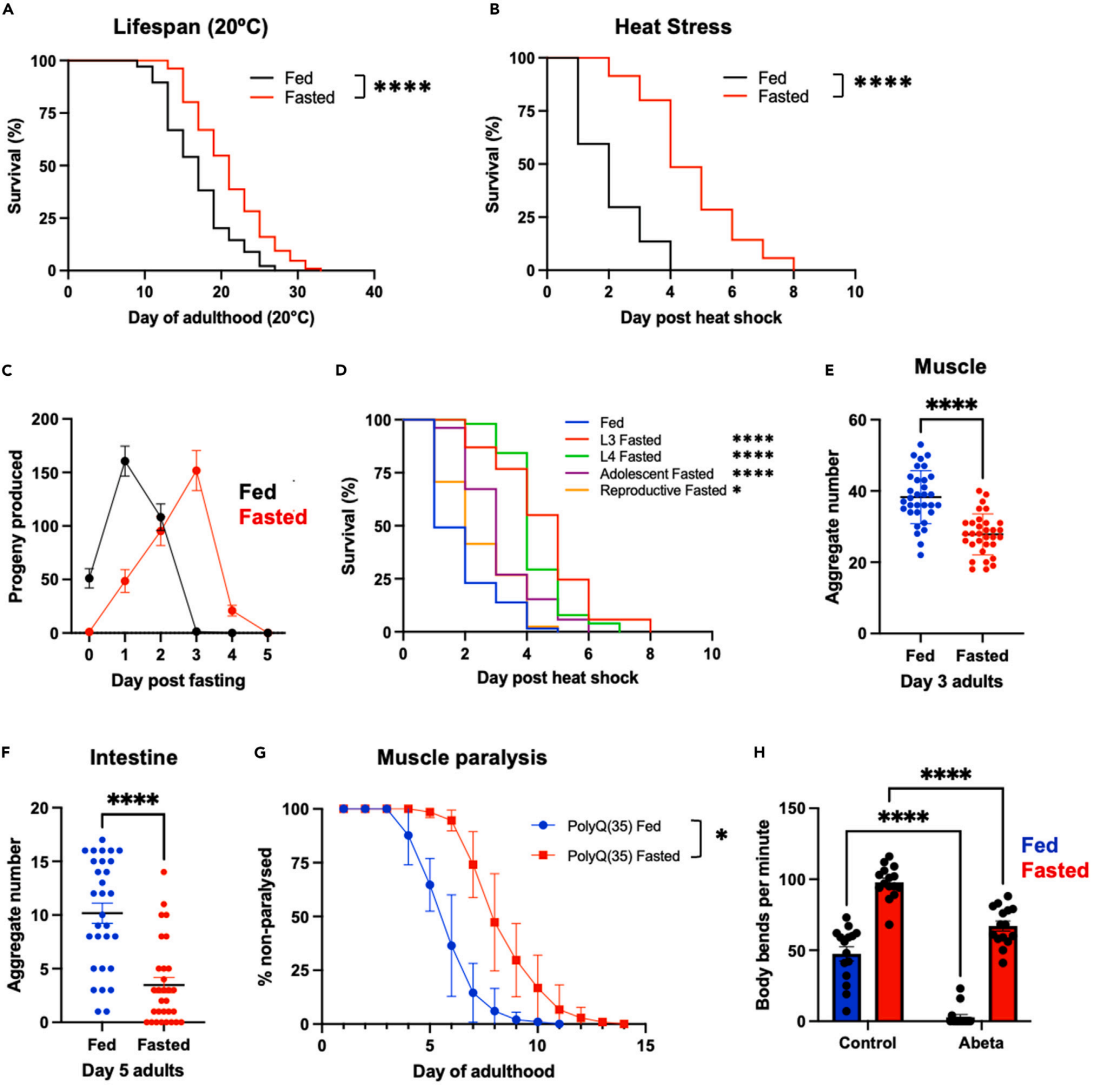
Fasting at the transition to adulthood maintains proteostasis capacity in aged tissues and extends lifespan (A and B) Survival at 20°C or following heat shock (HS) (35°C, 4 h) in fed or fasted worms. (C) Progeny produced at specific days of adulthood in fed and fasted animals. Data plotted are mean values ± SD. (D) Survival of fed or fasted animals (starting at L3, L4, day 1 of adulthood or day 2 of adulthood) following heat shock (35°C, 4 h). (E and F) PolyQ::YFP aggregate number in fed and fasted worms on day 3 and day 5 of adulthood in (E) body wall muscles and (F) intestines, respectively. Data plotted are mean values ± (E) SD or (F) SEM. (G) Proportion of motile polyQ (35) worms at different days of adulthood following constant feeding or transient fasting. Data plotted are mean values ± SD. (H) Body bends per minute (thrashing rate) of fed and fasted worms expressing ABeta in body wall muscle cells. Data plotted are mean ± SEM. Statistical comparisons were made using Mantel-Cox Log-Rank test (A & B), Student’s unpaired t-test (E and F) or two-way ANOVA (G and H). ∗ = *p* < 0.05, ∗∗∗∗ = *p* < 0.0001. Full statistics for survival curves can be found in Table S1. Fasting conditions were as follows: A, C, E, F, G, and H—animals were removed from food for 24 h starting at the L4 stage and then returned to food thereafter; B—animals were removed from food for 24 h starting at the L4 stage and then returned to food for 24 h prior to HS; C—animals were removed from food for 24 h starting at the indicated life stage and then returned to food for 24 h prior to HS. See also Figure S1 and Table S1.

Increased stress resistance in reproductively mature worms has previously been linked to the maintenance of proteostasis capacity in adulthood and the suppression of age-related protein aggregation.^4^^,^^5^ To ascertain whether a single period of early-life fasting maintains proteostasis capacity with age, we examined the effect of transient food removal on polyglutamine (polyQ) aggregation and toxicity in body wall muscle and intestinal cells. Consistent with increased lifespan and stress resistance, we found that fasting suppressed age-related polyQ aggregation in both tissues (Figures 1E and 1F) and delayed the onset of muscle paralysis caused by polyQ proteins (Figure 1G). In addition, fasting also improved muscle function in control and Abeta1-42 expressing worms (Figure 1H).

Moreover, fasting further increased stress resistance in germline stem cell (GSC) deficient, chronically dietary restricted (DR) and ETC compromised mutants (Figures S1E–S1G), suggesting that fasting may enhance proteostasis capacity through different mechanisms than these interventions. Our data demonstrate that a single, transient period of fasting early in life is sufficient to suppress age-related proteostasis collapse in different tissues and promote longevity without compromising reproduction.

### Fasting enhances stress resistance and increases lifespan by potentiating HSF-1 activity and selectively remodeling the proteostasis network

Proteostasis capacity is controlled through the activity of well-established transcription factors that balance the expression of PN components (e.g., molecular chaperones and degradation factors) with the protein folding requirements of the cell.^1^^,^^2^ To determine which, if any, of these PN regulators are required for fasting to enhance proteostasis capacity, we examined resistance to heat stress in worms defective in the HSR (*hsf-1(sy441)*, *daf-16(mu86)*, *pqm-1(ok485)*), UPR^ER^ (*xbp-1(zc12)*, *atf-6(tm1153)*, *pek-1(ok275)* and *ire-1(ok799)*) and UPR^mt^ (*atfs-1(tm4525)*).

As expected, wild-type worms exposed to fasting exhibited a 2-fold increase in median survival following heat stress, as compared to fed controls (Figure 2A). Although we cannot rule out the presence of adaptive changes to parallel PN pathways in our strains, mutations in *daf-16*, *pqn-1*, *xbp-1*, *atf-6*, *pek-1* or *ire-1* did not block the ability of fasting to enhance stress resistance (Figures 2A and S2B–S2G), while survival was markedly increased in *atfs-1(tm4525)* mutants (Figures 2A and S2H). In contrast, elevated stress resistance was almost completely abolished in fasted *hsf-1(sy441)* loss-of-function mutants (Figures 2A and S2A). Consistent with this, loss of HSF-1 activity also prevented fasting from increasing lifespan (Figure 2B).

**Figure 2:**
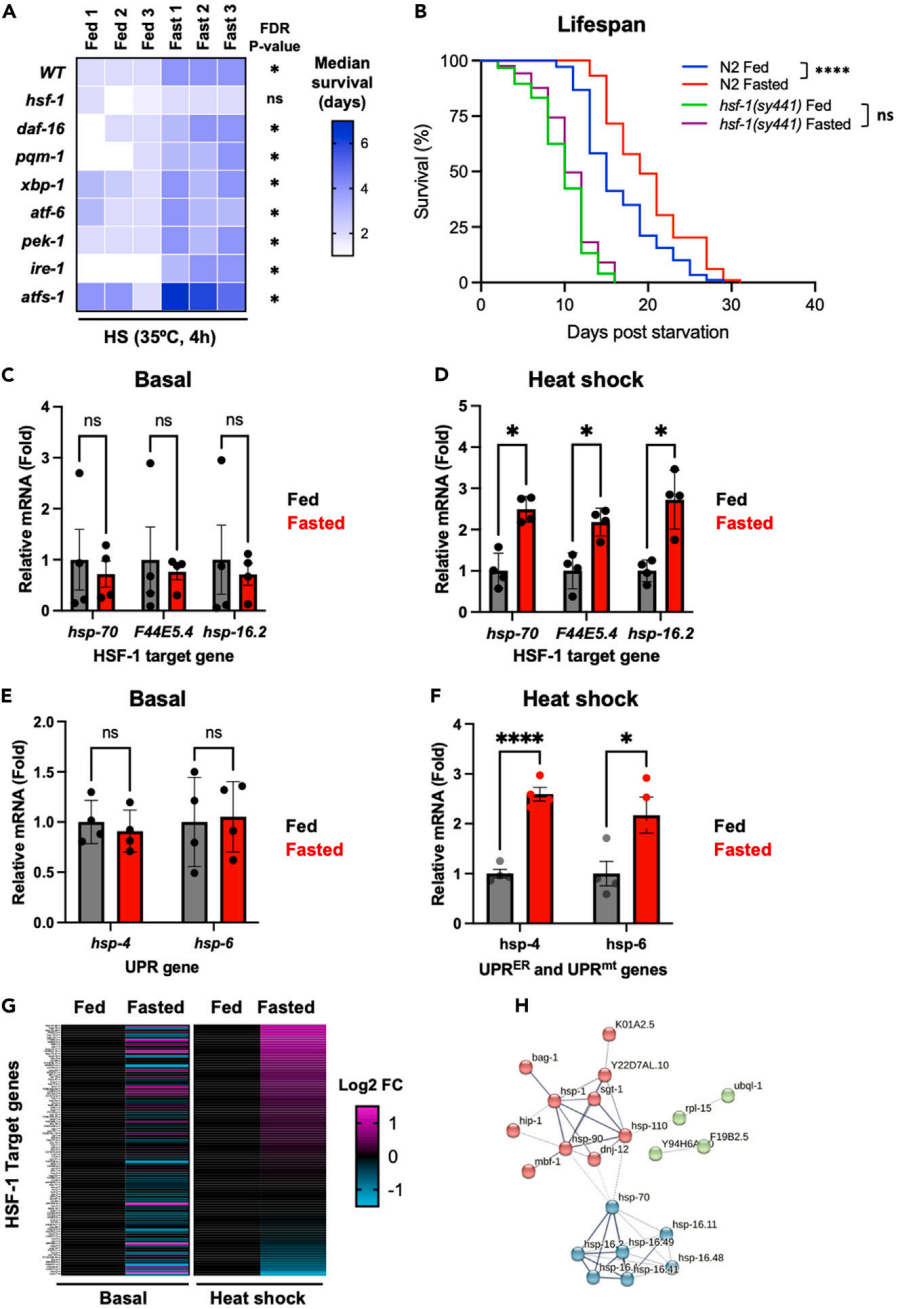
Fasting enhances proteostasis capacity and promotes longevity through the selective potentiation of HSF-1 activity (A) Survival of fed and fasted wild-type (N2) or PN mutant animals following heat shock (HS) (35°C, 4 h). (B) Survival at 20°C of fed and fasted wild-type and *hsf-1(sy441)* mutant worms. Lifespan assay was run in parallel with those presented in Figures 3G and 3H. (C and D) Relative mRNA levels of canonical HSF-1 target genes in fed and fasted worms under (C) basal (20°C) and (D) HS (35°C, 30 min) conditions. Data plotted are mean ± (C) SEM or (D) SD. (E and F) Relative mRNA levels of *hsp-4* and *hsp-6* in fed and fasted worms under (E) basal or (F) HS (35°C, 30 min) conditions. Data plotted are mean ± (E) SD or (F) SEM. (G) Relative expression of all HSF-1 target genes in fed and fasted worms under basal or HS (35°C, 30 min) conditions. (H) STRING network of up-regulated (*p* < 0.05) HSF-1 target PN genes in fasted worms following HS (35°C, 30 min). For panels C–G, worms were harvested immediately after the heat shock conditions specified. Statistical comparisons were made using Mantel-Cox Log-Rank test (B) or Student’s unpaired t-test with FDR correction (C–F). ns = *p* > 0.05, ∗ = *p* < 0.05, ∗∗∗∗ = *p* < 0.0001. Full statistics for heatmap and survival curves can be found in Table S1. Fasting conditions were as follows: A, C, D, E, and F—animals were removed from food for 24 h starting at the L4 stage and then returned to food for 24 h prior to HS; B—animals were removed from food for 24 h starting at the L4 stage and then returned to food thereafter; G—animals were removed from food for 24 h starting at the L4 stage and then immediately exposed to basal or HS conditions. See also Figure S2, Tables S1 and S4.

To determine whether HSF-1 activity is increased in transiently fasted animals, we measured the basal and heat-induced expression of canonical HSF-1 target genes (*hsp-70*, *F44E5.4*, *hsp-16.2*) in worms that had been fasted for 24 h at the L4 stage and allowed to recover for 24 h in the presence of food. The basal expression of HSF-1 target genes, or canonical UPR^ER^ or UPR^mt^ genes, was not increased under basal conditions (Figures 2C and 2E). However, the induction of canonical genes from all three pathways was increased 2- to 3-fold in transiently fasted worms immediately following heat shock (Figures 2D and 2F). These data suggest that transient fasting simultaneously potentiates proteostastic stress responses associated with the cytosol/nucleus, ER and mitochondria.

Using RNA-sequencing, we asked whether fasting broadly or selectively enhanced HSF-1 activity. 

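RNA was sequenced from whole wild-type (N2) worms in 4 groups of 4 libraries each: fed and fasted worms kept at 20°C (basal), and fed and fasted worms exposed to 35°C for 30 min (heat shock). Fasted worms were kept without food for 24 h from the L4 stage, the last larval stage. The paper states that they were collected immediately after the fast, which is 0 h of recovery on food, whereas the sample labels state 24 h of recovery. The paper's value is used beside its claims. According to the paper, mRNA was isolated with poly-dT beads and sequenced as paired-end reads. The authors aligned the reads to WBcel235 with HISAT2 2.0.5, counted them per gene with featureCounts 1.5.0-p3 and compared fasted with fed worms with DESeq2. Each of the 2 tables they made holds, for every library, the raw count, the count divided by a size factor (normalized count) and the FPKM of a gene. The tables list only genes with an unadjusted p under 0.05 in the authors' own comparison, 2666 of the 14982 genes they adjusted over under basal conditions and 1442 of 15456 after heat shock, so that each gene tested here had been selected by the comparison it is tested in.

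The library reads behind the FPKM values were recovered from the count, the FPKM and the gene length. They ran from 15859001 to 20345508 reads in fed basal worms (median 19253562), from 18062250 to 26398842 in fasted basal worms (median 20239229), from 17071113 to 24718844 in fed heat-shocked worms (median 18328141) and from 17421344 to 21770725 in fasted heat-shocked worms (median 18293754). The raw counts were tested with edgeR's quasi-likelihood test, with the authors' size factors, and the p-values were adjusted by Benjamini-Hochberg over all genes the authors had adjusted over, with each gene outside the table counted as a p of 1. Nothing in the sources used here states that the 4 libraries of a group came from separate cultures, so the p-values measure the spread between these libraries, which may be technical in part. The tables were normalized separately, and fasted and fed worms are compared within a table.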

Worms were fasted for 24 h at the L4 stage and then collected immediately following exposure to control (basal) conditions (20°C) or heat shock (35°C) for 30 min. Of the 107 genes known to be directly regulated by HSF-1 during development or in response to heat shock,^20^ only a small sub-set (9 significantly upregulated and 9 significantly downregulated) were found to be significantly changed in fasted animals compared to fed animals, under basal conditions (*p* < 0.05) (Figure 2G). In contrast, the expression of a far larger proportion of HSF-1 targets (31 significantly uregulated and 2 significantly downregulated) was significantly altered in fasted animals compared to constantly fed controls, following heat shock (*p* < 0.05) (Figure 2G). Of these genes, only 5 were concordantly up- (*F19B2.5*, *cdd-1*, *Y94H6A.10*, *Y22D7AL.10*) or downregulated (*egg-5*) in fasted animals compared to fed controls under both basal and heat shock conditions (Figure 2G).

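Under basal conditions, of the 20 HSF-1 target genes that the paper names in its text, 5 were listed, 4 higher and 1 lower in fasted worms. F19B2.5 alone rose at an adjusted p under 0.05 from edgeR (2 genes when adjusted over the list alone, F19B2.5 and Y94H6A.10). Of 16 small heat shock proteins, which hold unfolding proteins without using ATP, 4 were listed, 3 higher and 1 lower in fasted worms. hsp-12.3 had a log2 fold change of 1.23 (standard error 0.33, adjusted p = 0.090), hsp-17 of 0.96 (standard error 0.29, adjusted p = 0.13) and hsp-25 of 0.42 (standard error 0.15, adjusted p = 0.19, all from edgeR with n = 4 libraries per group), while hsp-16.20, with few reads, went from 7.52 ± 0.729 normalized counts in fed to 2.34 ± 1.91 in fasted worms (SD, adjusted p = 0.23 from edgeR). So 0 of the 4 passed with edgeR, against 4 at an unadjusted p under 0.05, 2 with DESeq2, 1 with limma and 0 when adjusted over the list alone. Of 21 genes of the cytosolic HSP70 and HSP90 machinery, 1 was listed, the BAG domain co-chaperone gene unc-23, with a log2 fold change of 0.57 (standard error 0.18, adjusted p = 0.14 from edgeR). Of the 8 subunit genes of the TRiC chaperonin, which folds actin and tubulin, 1 was listed, cct-3, with a log2 fold change of -0.48 (standard error 0.22, adjusted p = 0.32 from edgeR).

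With the replicate number as a block, 3 of the named HSF-1 targets passed, 2 higher and 1 lower, and hsp-17 had an adjusted p of 0.046 from edgeR, whereas without fasted replicate 1 F19B2.5 had an adjusted p of 0.053 from edgeR and no longer passed. The paper chose most of the named targets on these same samples, many of them for a rise after heat shock. Neither their direction nor the number listed in each condition is therefore independent evidence. The 107 targets of the earlier study were not analysed here. How many of them changed under basal conditions is thus not measured by the named genes.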

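After heat shock, 18 of the 20 named HSF-1 targets were listed, 17 with a higher mean in fasted than in fed animals and 1, egg-5, with a lower mean. The median log2 fold change of the 18 genes was 0.55. hsp-16.2 (Y46H3A.3), which encodes a small heat shock protein and lies on chromosome V of WBcel235 from 1804334 to 1804971, had 8675 ± 1567 normalized counts in fed and 15900.2 ± 5273 in fasted heat-shocked worms (SD, n = 4 libraries each), a log2 fold change of 0.87 (standard error 0.23, adjusted p = 0.49 from edgeR's quasi-likelihood test). hsp-1 (F26D10.3), the constitutive cytosolic HSP70, lies on chromosome IV from 17278957 to 17281335 and had 93695 ± 8340 normalized counts in fed and 125724 ± 16556 in fasted worms. All 4 fasted libraries lay above all 4 fed libraries for hsp-1 (two-sided exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow), with a log2 fold change of 0.42 (standard error 0.12, adjusted p = 0.51 from edgeR).

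None of the 18 targets passed an adjusted p under 0.05 over the 15456 genes with edgeR, DESeq2 or limma, while 17 (16 higher and 1 lower) passed at an unadjusted p under 0.05 with edgeR and the same numbers, 16 higher and 1 lower, when adjusted over the list alone. The share of higher genes exceeded that among the other listed genes (Fisher's exact test, two-sided, p = 0.00021, adjusted p = 0.0017 over the gene lists; within 10 groups of genes of similar length, a test chosen after the data were seen, exact p adjusted over the lists = 0.0068), although the genes of a list are expressed together and most of these were picked by the study on these samples. In the authors' deposited table, 3 of the 18 targets have an adjusted p under 0.05: hsp-16.2 (0.042), cdd-1 (0.043) and hsp-16.1 (0.044). The mean log2 level of the 18 targets, centred on the mean of all 8 libraries, was -0.13, -0.38, -0.22 and -0.31 in fed replicates 1 to 4 and 0.30, 0.38, 0.52 and -0.16 in fasted replicates 1 to 4, which places fasted replicate 4 among the fed libraries. Over all genes, edgeR called 0 of the 1442 listed genes, with 1132 (613 higher and 519 lower) at an unadjusted p under 0.05, whereas DESeq2 called 51 (29 higher and 22 lower), limma on log2(FPKM + 1) called 1 and limma on log2(FPKM + 0.1) called 3.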

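Under basal conditions F19B2.5, on chromosome V of WBcel235 from 20162648 to 20163732, rose from 438 ± 108 normalized counts in fed worms to 956 ± 118 in fasted worms (SD, n = 4 libraries each), a log2 fold change of 1.13 (standard error 0.18, adjusted p = 0.014 from edgeR). Y94H6A.10, on chromosome IV from 2709900 to 2710670, had 832 ± 417 in fed and 1779 ± 121 in fasted worms, a log2 fold change of 1.1 (standard error 0.31, adjusted p = 0.10 from edgeR, 0.042 with the replicate block). For cdd-1 (C47D2.2), a cytidine deaminase on the X chromosome, the log2 fold change was 0.57 (standard error 0.21, adjusted p = 0.21 from edgeR). Y22D7AL.10, on chromosome III from 1617154 to 1618929, encodes the mitochondrial chaperonin cofactor HSP10 and had a log2 fold change of 0.31 (standard error 0.11, adjusted p = 0.21 from edgeR), which turned to -0.089 with DESeq2 size factors taken over the listed genes alone. The oocyte gene egg-5 (R12E2.10), on chromosome I from 4168987 to 4171589, had a log2 fold change of -0.48 (standard error 0.15, adjusted p = 0.14 from edgeR, 0.048 with the replicate block).

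After heat shock the same genes had log2 fold changes, fasted over fed, of 0.85 for F19B2.5, 0.81 for cdd-1, 0.70 for Y94H6A.10, 0.19 for Y22D7AL.10 and -0.25 for egg-5, with adjusted p-values from edgeR between 0.48 and 0.61 and unadjusted p-values from edgeR between 0.0032 and 0.031. These 5 were the only named targets listed in both tables, and each had the same direction in both. The paper names these 5 for that concordance in these same samples, so this restates its choice and is not separate evidence.

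The 5 genes also show the response to heat itself, as CPM, the counts scaled to the library reads. F19B2.5 went from a CPM of 22.7 ± 5.55 at 20°C to 443 ± 140.3 at 35°C in fed worms (SD, n = 4, 19.5-fold) and rose 16.0-fold in fasted worms. Y94H6A.10 rose 12.58-fold in fed and 9.64-fold in fasted worms, and cdd-1 rose 4.80-fold and 5.605-fold (exact permutation test, p = 0.029 in each case, the smallest p that 4 libraries against 4 allow). egg-5 had ratios of 0.989 in fed worms (exact permutation p = 0.80) and 1.17 in fasted worms (exact permutation p = 0.17), and Y22D7AL.10 of 0.889 (exact permutation p = 0.14) and 0.817 (exact permutation p = 0.086). These 5 genes stand in for hsp-16.2, hsp-70, F44E5.4, hsp-16.1 and hsp-16.41, none of which is listed in both tables, and they were chosen after the tables were seen.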

Of the HSF-1 target genes that exhibited increased expression following heat shock in fasted animals compared to fed controls, many encoded for core components of key proteostasis machines, including the HSP70/DNAJ machinery (*hsp-70*, *dnj-12*, *bag-1*), the disaggregase machinery (*hsp-1*, *hsp-110*, *dnj-12*), non ATP-dependent chaperones (*hsp-16.1*, *hsp-16.11*, *hsp-16.2*, *hsp-16.41*, *hsp-16.48*, *hsp-16.49*), and the HSC70/HSP90 complex (*hsp-1*, *hsp-90*, *hip-1*, *sgt-1*) (Figure 2H). 

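After heat shock, of 16 small heat shock proteins, 10 were listed and all 10 were higher in fasted animals, with a median log2 fold change of 0.87. hsp-16.48 (T27E4.3) had 360 ± 117 normalized counts in fed and 810 ± 393 in fasted worms (SD, n = 4 libraries each, log2 fold change 1.17, standard error 0.37), and hsp-16.49 (T27E4.9) had 431 ± 216 and 821 ± 327 (log2 fold change 0.93, standard error 0.37). Further hsp-16 genes had log2 fold changes of 1.48 for hsp-16.21, which has few reads, 0.87 for hsp-16.11, 0.75 for hsp-16.1 and 0.68 for hsp-16.41. hsp-16.1, hsp-16.48, hsp-16.49 and hsp-16.11 lie next to each other on chromosome V of WBcel235, from 9087293 to 9090604. Similar members among them may share reads, so their separate values are uncertain.

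Of 21 genes of the HSP70 and HSP90 machinery, which refolds proteins with ATP, 7 were listed and all were higher in fasted worms, with a median log2 fold change of 0.27; the difference in size from the small heat shock proteins was not tested. hsp-110 (C30C11.4), the nucleotide exchange factor of HSP70 in disaggregation, had 29950.3 ± 5620 normalized counts in fed and 40173 ± 5722 in fasted worms (log2 fold change 0.42, standard error 0.15). hsp-90 (C47E8.5) had a log2 fold change of 0.27 (standard error 0.13), the HSP70 co-chaperone hip-1 of 0.29 (standard error 0.10), the BAG protein bag-1 of 0.23 (standard error 0.07), the J-domain protein dnj-12 of 0.22 (standard error 0.09) and sgt-1 of 0.19 (standard error 0.08). hsp-70 and F44E5.4 were not among the 1442 listed genes and have no value here. No subunit gene of the TRiC chaperonin was listed.

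With edgeR, DESeq2 and limma, 0 of these listed chaperone genes passed an adjusted p under 0.05, against 10 small heat shock proteins and 6 genes of the HSP70 and HSP90 machinery at an unadjusted p under 0.05 with edgeR, and 5 and 0 when adjusted over each list alone. The direction of the small heat shock proteins differed from that of the other listed genes (10 of 10 higher, Fisher's exact test, two-sided, p = 0.0023, adjusted p = 0.012), and that of the HSP70 and HSP90 machinery did not pass after adjustment (7 of 7 higher, Fisher's exact test, p = 0.017, adjusted p = 0.077). Since 7 of 7 is the most extreme outcome, the HSP70 and HSP90 list could not pass this test, which does not decide its direction. Length limits both tests. Among the listed genes, 90.3% of the shortest and 18.1% of the longest of 10 length groups were higher in fasted worms, and a test within these groups was chosen after the data were seen. For the small heat shock proteins, which are short, 8.00 of 10 were expected higher, so that even 10 of 10 could not pass (exact p = 0.19), and whether their direction goes beyond their length is not decided. That of the HSP70 and HSP90 machinery differed (2.89 of 7 expected higher, exact p = 0.0011, under 0.05 when adjusted over the lists). All 7 of these genes, and most of the listed small heat shock proteins, are named by the paper as raised in these same samples. The direction of neither list is therefore independent evidence. For the small heat shock proteins, fed replicate 1 had a mean centred log2 level of -0.036 and fasted replicate 4 of -0.22, while the other fed libraries lay between -0.72 and -0.49 and the other fasted libraries between 0.52 and 0.90. For the HSP70 and HSP90 machinery, fed replicate 1 was the lowest library at -0.27.

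**Figure D1:**
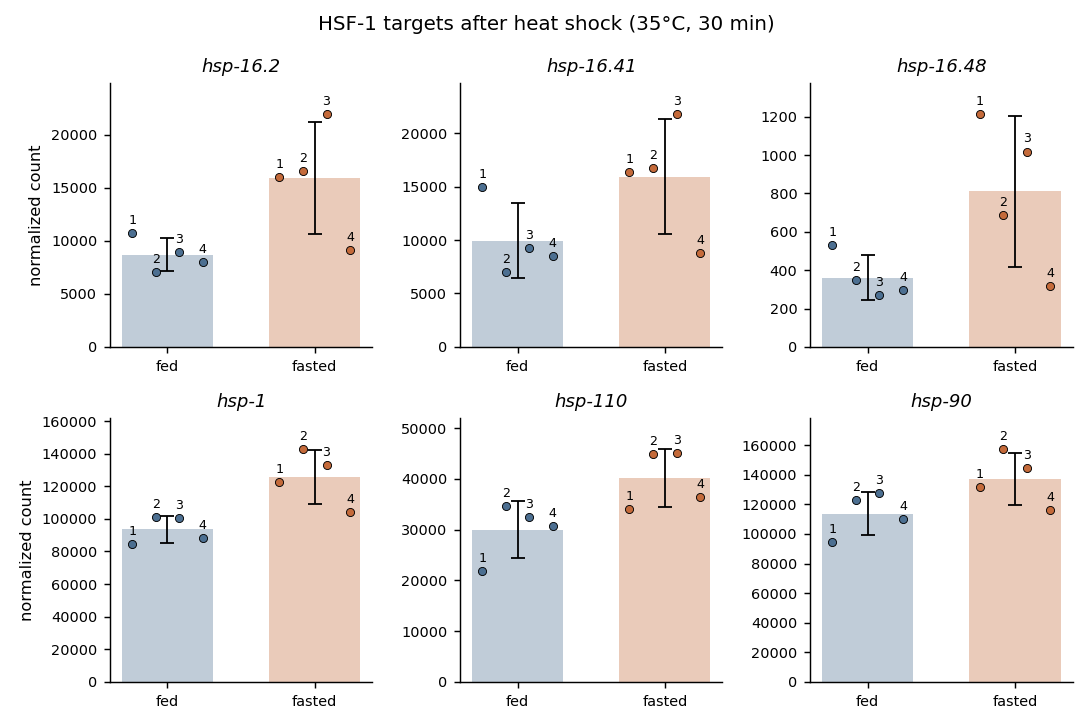
Normalized counts of 6 HSF-1 target genes after heat shock, in the 4 fed and 4 fasted libraries (points, numbered by replicate), with the mean (bar) and SD (line); each vertical axis starts at 0 and has its own scale. For hsp-16.2, hsp-16.41 and hsp-16.48, fasted replicate 4 lies within the range of the fed libraries, while for hsp-1 all fasted libraries lie above all fed libraries.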

We did not see substantial changes in the expression of proteasomal subunits or components of the autophagy machinery. Moreover, fluorescence-based reporters of proteasome activity^21^ or autophagic flux^22^ revealed that neither of these pathways were enhanced in worms that had been transiently fasted, compared to constantly fed controls (Figures S2I–S2O). 

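Of all genes the authors adjusted over, 2666 of 14982 were listed under basal conditions and 1442 of 15456 after heat shock. Against these shares, few proteasome and autophagy genes were listed under basal conditions, while after heat shock their numbers were near the share. The difference in share was not tested. Of 34 proteasome subunit genes, 1 was listed under basal conditions, rpn-6.2 (F59B2.5), with 631 ± 74.2 normalized counts in fed and 499 ± 30.0 in fasted worms (SD, n = 4 libraries each), and 3 were listed after heat shock, the core subunit genes pbs-1, pbs-2 and pbs-5, with log2 fold changes of 0.15, 0.15 and 0.18 (standard errors 0.06, 0.07 and 0.08). Of 35 genes of autophagy and mitophagy, 2 were listed under basal conditions and had lower means in fasted worms: epg-2, with a log2 fold change of -0.77 (standard error 0.33), and pink-1, the kinase that marks damaged mitochondria, with -0.27 (standard error 0.11). After heat shock 4 were listed. The selective autophagy receptor gene sqst-1 (T12G3.1) had 3738 ± 736 normalized counts in fed and 5878 ± 1294 in fasted worms, a log2 fold change of 0.65 (standard error 0.17, adjusted p = 0.48 from edgeR), and all of its fasted libraries lay above all fed libraries (exact permutation test, p = 0.029). bec-1 had a log2 fold change of 0.31, atg-3 of 0.20 and atg-16.1 of -0.32.

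With edgeR, DESeq2 and limma, 0 proteasome and 0 autophagy genes passed an adjusted p under 0.05 in either comparison, as also with edgeR when adjusted over the list alone; at an unadjusted p under 0.05, edgeR called 1 proteasome and 2 autophagy genes under basal conditions and 3 and 4 after heat shock. With 1 to 4 listed genes per list, the direction of the lists was too small a test to decide.

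Lysosomal genes moved both ways. Of 50 lysosomal hydrolase and proton pump genes, 19 were listed under basal conditions and 4 rose and 2 fell at an adjusted p under 0.05 from edgeR (8 higher and 8 lower when adjusted over the list alone, 4 higher and 7 lower with the replicate block). The cathepsin B gene cpr-4 rose by 0.93 on the log2 scale (standard error 0.20, adjusted p = 0.044 from edgeR) and the proton pump subunit gene vha-10 by 0.52 (standard error 0.11, adjusted p = 0.044 from edgeR), while the acid ceramidase gene asah-1 fell by 1.18 (standard error 0.24, adjusted p = 0.036 from edgeR) and the aspartic protease gene asp-5 fell by 0.86 (standard error 0.18, adjusted p = 0.037 from edgeR).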

In fact, degradation of a UbV::GFP proteasomal substrate was reduced in fasted animals under both basal and heat shock conditions (Figures S2M–S2O).

Together, our data show that *hsf-1* is required for fasting to promote longevity and enhance proteostasis capacity, and that these beneficial effects are associated with the increased expression of a sub-set of HSF-1 target genes, either basally, or in response to stress. 

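The genes listed for fasted against fed worms overlapped between the 2 conditions more than independent lists would. Of the 2666 genes listed under basal conditions and the 1442 listed after heat shock, 410 were shared, against 257 for independent lists among 14982 genes (Fisher's exact test, one-sided, p = 5.5e-26), and 380 of the 410 (92.7%, exact 95% binomial interval 89.7 to 95.0) had the same direction, 242 higher and 138 lower in fasted worms in both. The share counts genes, which are not independent replicates, and no gene passed an adjusted p under 0.05 in both comparisons with edgeR. Direction also followed gene length in both comparisons. From the shortest to the longest of 10 length groups, the share of higher genes went from 72.3% to 48.1% under basal conditions and from 90.3% to 18.1% after heat shock. The overlap was not tested within length groups. A trend with length common to both comparisons is therefore not separated from an effect of fasting.

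Whether the effect of fasting differed between heat shock and basal conditions was tested as an interaction in edgeR over the 410 shared genes. It differed for 16 genes at an adjusted p under 0.05 over these 410 genes, 4 with a higher and 12 with a lower fold change after heat shock (33 genes at an unadjusted p under 0.05). The shared genes had been listed for a difference in each table, so a gene with opposite directions was selected to differ here, as were 15 of the 16 (all but tbb-6), and when adjusted over all 14982 genes, as in the tests within a table, 0 passed with edgeR (lowest adjusted p = 0.44). tbb-6, a beta-tubulin, had a log2 fold change of 3.69 under basal conditions and 0.80 after heat shock (difference -2.89, standard error 0.55, adjusted p = 0.012 from edgeR). ncx-7, a sodium/calcium exchanger, went from 0.69 to -1.87 (difference -2.56, standard error 0.47, adjusted p = 0.012 from edgeR), and spin-1, a lysosomal transporter, from 1.27 to -0.77 (difference -2.05, standard error 0.46, adjusted p = 0.024 from edgeR). The long non-coding RNA tts-1 went from -1.98 to 0.52 (difference 2.502, standard error 0.52, adjusted p = 0.020 from edgeR). The small heat shock protein gene hsp-16.20, which shares sequence with other members of its family, had a log2 fold change of -1.56 under basal conditions and 1.51 after heat shock (difference 3.08, standard error 0.86, adjusted p = 0.051 from edgeR). hsp-16.2 and the other hsp-16 genes that the paper names are listed after heat shock alone, so for these the difference was not tested.

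With the replicate number as a block, 9 genes differed. Without replicate 1 or replicate 4 of all groups 0 genes passed with edgeR (28 and 32 at an unadjusted p under 0.05), and without replicate 2 of all groups 2 did; limma with all libraries called 15. From its data together, the paper concludes that hsf-1 is required for fasting to promote longevity and raise proteostasis capacity, and that these benefits are associated with raised expression of part of the HSF-1 targets, under basal conditions or upon stress.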

While central regulators of the UPR^ER^ and UPR^mt^ were not required for increased resistance to heat stress (Figure 2A), it remains possible that the potentiation of these pathways, and perhaps other PN factors/pathways, also contributes to resistance to other stresses and/or increased longevity.

### Fasting induced stress resistance is dependent on mitochondrial sirtuins and mitophagy

Fasting is associated with increased fatty acid beta oxidation, altered mitochondrial morphology and elevated NAD+ levels in worms and mice.^17^^,^^23^^,^^24^ Consistent with previous reports, we observed increased *acs-2*p::gfp expression (a hallmark of increased beta-oxidation), increased NAD+ levels and a more fragmented mitochondrial network in worms that had been fasted for 24 h and then allowed to recover for 24 h in the presence of food (Figures 3A, 3B, S3A, and S3B). In addition, RNA-seq data from fasted animals exhibited a strong enrichment for metabolic pathways among differentially expressed genes (1,667 upregulated, 999 downregulated, *p* < 0.05) (Figures S3C and S3D).

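Among the genes changed in fasted animals under basal conditions were 8 of the 24 genes of fatty acid synthesis and desaturation and the sirtuin gene sir-2.3, which were higher, and acs-2 and the glyoxylate cycle gene icl-1, which were lower. In all, 368 genes changed at an adjusted p under 0.05 from edgeR's quasi-likelihood test, 288 higher and 80 lower in fasted worms, out of 2385 (1526 higher and 859 lower) at an unadjusted p under 0.05.

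Of 24 genes of fatty acid synthesis and desaturation, 10 were listed, 8 rose and none fell (8 higher and 1 lower when adjusted over the list alone). fat-7 (F10D2.9), a stearoyl-CoA desaturase, lies on chromosome V of WBcel235 from 7151356 to 7153146 and rose from 1121 ± 205 normalized counts in fed worms to 3552 ± 1784 in fasted worms (SD, n = 4 libraries each), a log2 fold change of 1.66 (standard error 0.30, adjusted p = 0.021 from edgeR). The desaturase fat-5 rose by 1.47 (standard error 0.27), and the fatty acid elongases elo-5 and elo-2 by 1.43 (standard error 0.23) and 1.23 (standard error 0.21, adjusted p between 0.014 and 0.022 for these 3 genes from edgeR). Of 45 genes of fatty acid beta-oxidation and lipolysis, 17 were listed, 3 rose and 1 fell (6 higher and 4 lower when adjusted over the list alone). ech-7 and ech-9, of the enoyl-CoA hydratase family, rose by 1.71 (standard error 0.22, adjusted p = 0.0045 from edgeR) and 1.78 (standard error 0.37, adjusted p = 0.037 from edgeR), and the acyl-CoA dehydrogenase gene acdh-1 by 0.54 (standard error 0.11, adjusted p = 0.036 from edgeR). acs-2 (F28F8.2), an acyl-CoA synthetase that activates fatty acids for mitochondrial oxidation, lies on chromosome V from 15567392 to 15569889 and had 527 ± 127 normalized counts in fed and 96.2 ± 45.4 in fasted worms. It fell by 2.44 on the log2 scale (standard error 0.37, adjusted p = 0.010 from edgeR), whereas the paper reports raised acs-2p::gfp expression, a reporter protein and not acs-2 mRNA, in worms given 24 h of recovery on food after the fast. For the sequenced fasted worms the paper gives no recovery, but the sample labels also give 24 h. An effect of refeeding on acs-2 and the fatty acid synthesis genes is therefore not separated from one of the fast. Whole worms were sequenced: 4 of 13 intestinal and 7 of 17 muscle genes rose and 4 of 6 vitellogenins fell with edgeR (5, 14 and 4 when adjusted over each list alone), and all 7 listed oocyte genes had lower means, so these values do not separate a change in tissue proportions from a change within the intestine. The paper reports a later start of egg-laying in fasted worms, and a difference in developmental stage between the groups is not separated either.

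Of 24 genes of glycolysis, gluconeogenesis and the glyoxylate cycle, 6 were listed and icl-1 alone passed (2 higher and 1 lower when adjusted over the list alone); it fell by 1.35 (standard error 0.22, adjusted p = 0.014 from edgeR). Of 14 genes of NAD metabolism and sirtuins, 4 were listed and 1 rose (1 when adjusted over the list alone): sir-2.3 (F46G10.3), a mitochondrial sirtuin on the X chromosome from 13332016 to 13333689, from 29.7 ± 10.4 to 83.0 ± 7.85 normalized counts (log2 fold change 1.48, standard error 0.28, adjusted p = 0.025 from edgeR). sir-2.2 had a log2 fold change of 0.52 (standard error 0.20, adjusted p = 0.21 from edgeR). Of 43 nuclear genes of the respiratory chain, 8 were listed and ucr-2.2, of complex III, rose by 0.62 (standard error 0.12, adjusted p = 0.030 from edgeR; 2 higher when adjusted over the list alone). Among enzymes of detoxification, 27 of 67 UDP-glucuronosyltransferase genes were listed, with 4 higher and 1 lower (14 and 4 when adjusted over the list alone), and 12 of 49 glutathione S-transferase genes, with 2 higher and 0 lower with edgeR (3 and 0 when adjusted over the list alone). Of 80 cytochrome P450 genes 22 were listed, with 1 higher and 5 lower (3 and 10 when adjusted over the list alone), and their direction, 6 higher and 16 lower, differed from that of the other listed genes (Fisher's exact test, two-sided, p = 0.0012, adjusted p = 0.014; exact p adjusted over the lists = 0.016 within groups of similar length). The direction of 4 further lists was not found to differ from that of the other listed genes (Fisher's exact test, adjusted p = 0.37 for fatty acid synthesis and for the UDP-glucuronosyltransferases, 0.18 for the glutathione S-transferases and 0.71 for beta-oxidation). For fatty acid synthesis, even all listed genes higher would have given an unadjusted p of 0.017 by Fisher's exact test. That would not pass after adjustment over the lists, so the direction of this list is not decided. cyp-34A2 fell by 3.57 (standard error 0.50) and cyp-25A1 by 1.88 (standard error 0.19, adjusted p = 0.0062 and 0.0016 from edgeR).

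With the replicate number as a block, 686 genes passed (553 higher and 133 lower), among them 5 higher beta-oxidation, 3 higher respiratory chain, 7 higher and 2 lower UDP-glucuronosyltransferase, 4 higher glutathione S-transferase and 2 higher and 6 lower cytochrome P450 genes, and in the glycolysis and glyoxylate list pyk-2 joined as higher (adjusted p = 0.040 from edgeR). Leaving out 1 library at a time gave 107 genes without fasted replicate 1, 121 without fed replicate 1, 133 without fasted replicate 4, 156 without fed replicate 2, 163 without fed replicate 3, 213 without fasted replicate 3, 259 without fasted replicate 2 and 471 without fed replicate 4. Scaling by TMM over the listed genes, which moved the median log2 fold change by -0.21, gave 161 higher and 168 lower genes, and DESeq2 size factors over the listed genes, which moved it by -0.39, gave 143 higher and 603 lower. The genes named here kept their direction under both, but ech-9, acdh-1, sir-2.3 and ucr-2.2 no longer passed under either. Both scalings take most of the genes used as unchanged, but the listed genes were selected for a difference, 1667 higher and 999 lower. A downward shift is therefore built into both, and these losses do not test the authors' scaling.

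**Figure D2:**
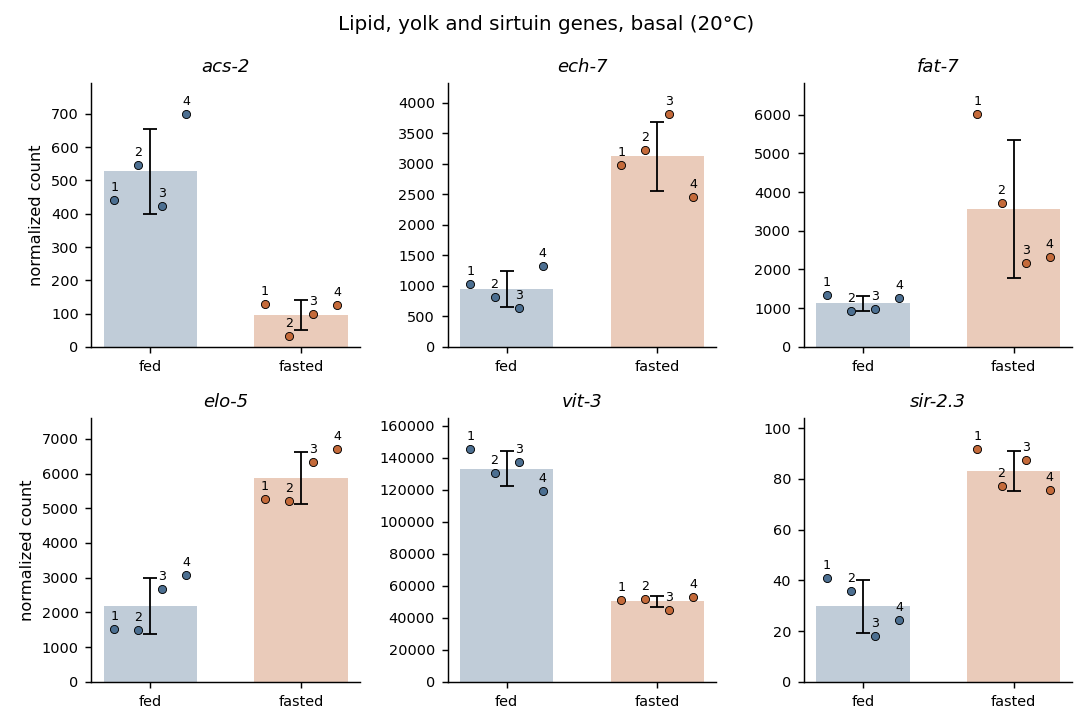
Normalized counts of 6 genes under basal conditions in the 4 fed and 4 fasted libraries (points, numbered by replicate), with the mean (bar) and SD (line); each vertical axis starts at 0 and has its own scale. For each of the 6 genes, all fasted libraries lie on the same side of all fed libraries, below them for acs-2 and vit-3 and above them for ech-7, fat-7, elo-5 and sir-2.3.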

**Figure 3:**
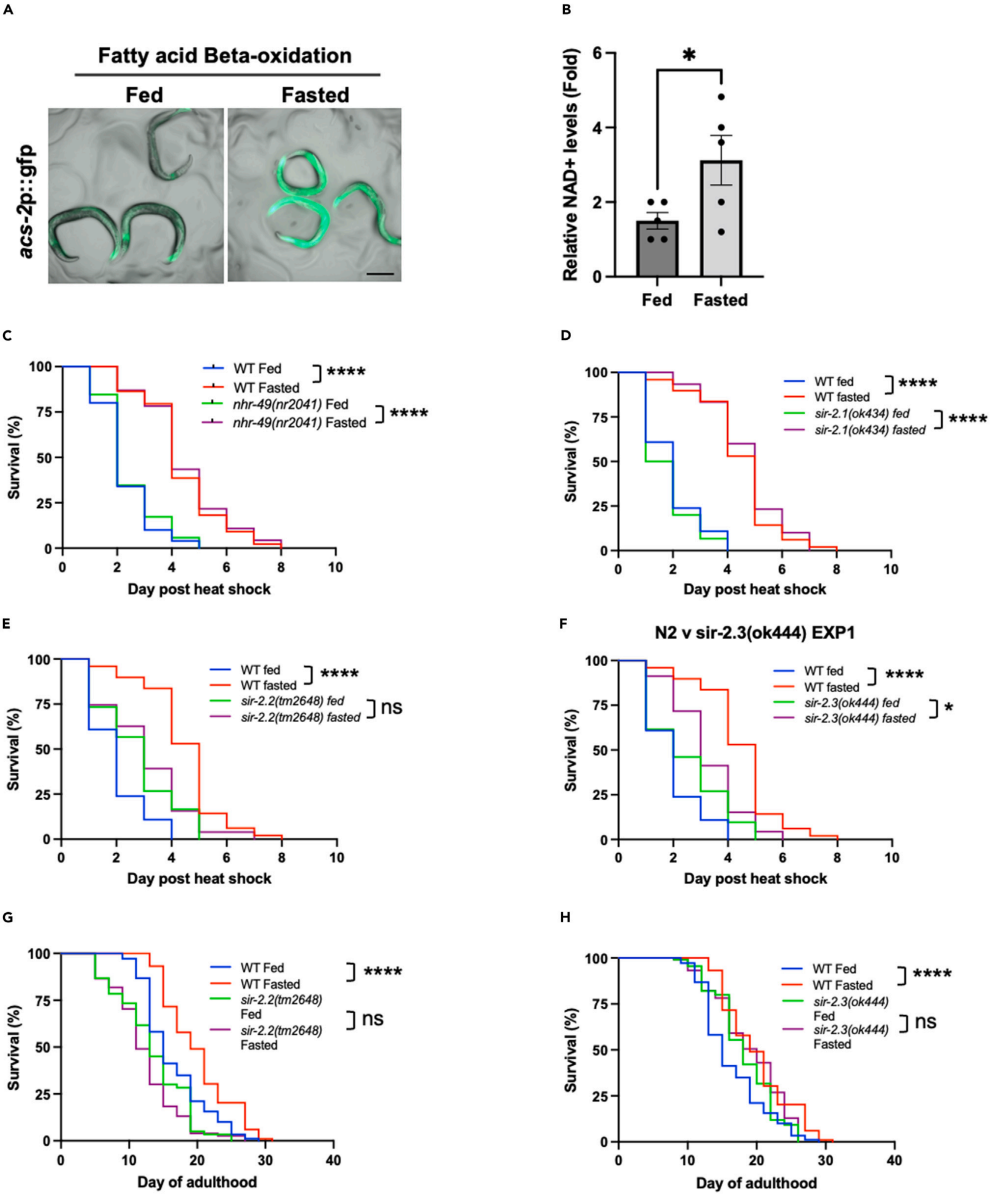
Mitochondrial sirtuins are necessary for increased stress resistance and longevity following early-life fasting (A) Representative images of fed and fasted WBM321 acs-2p:gfp worms. Scale bar, 200 μM. (B) Relative NAD+ levels in fed and fasted worms. Data plotted are mean ± SEM. (C–F) Survival of fed and fasted wild-type (N2), (C) *nhr-49(nr2041)*, (D) *sir-2.1(ok434)*, (E) *sir-2.2(tm2648)* and (F) *sir-2.3(ok444)* mutant worms following heat shock (35°C, 4 h). (G and H) Lifespan at 20°C of fed and fasted wild-type (N2), (G) *sir-2.2(tm2648)* and (H) *sir-2.3(ok444)* mutants. Statistical comparisons were made using Student’s unpaired t-test (B) and Mantel-Cox Log-Rank test (C–H). ns = *p* > 0.05, ∗ = *p* < 0.05, ∗∗∗∗ = *p* < 0.0001. Full statistics for survival curves can be found in Table S1. Survival assays in D–F, and G and H (also run alongside survival assay presented in Figure 2B), were run in parallel. Fasting conditions were as follows: A–F—animals were removed from food for 24 h starting at the L4 stage and then returned to food for 24 h prior to imaging, collection or HS; G and H—animals were removed from food for 24 h starting at the L4 stage and then returned to food thereafter. See also Figure S3 and Table S1.

Metabolic and mitochondrial remodeling in response to nutrient deprivation are dependent on the transcription factor NHR-49, and the lysine deacetylase SIR-2.1 (whose activity is increased in response to elevated NAD+ levels).^17^^,^^23^ Given that both NHR-49 and SIR-2.1 have been linked to HSF-1 activity,^11^^,^^25^^,^^26^ we hypothesized that one or both of these factors may be necessary for fasting induced stress resistance and longevity.

To address this, we measured stress resistance in fed and transiently fasted (24 h fasting followed by 24 h recovery on food) loss-of-function *nhr-49(nr2041)* and *sir-2.1(ok434)* mutants. Surprisingly, *nhr-49* and *sir-2.1* mutants exhibited comparable stress resistance to wild-type worms under both fed and fasted conditions (Figures 3C and 3D). Given that we observed increased NAD+ levels and altered mitochondrial homeostasis in fasted animals, we also tested whether the mitochondrial sirtuins, SIR-2.2 and SIR-2.3,^27^ are required for fasting to increase stress resistance. We observed that stress resistance was mildly increased in *sir-2.2(tm2648)* and *sir-2.3(ok444)* mutants under fed conditions, although not to the same extent as is observed in fasted wild-type animals (Figures 3E and 3F). Crucially, fasting failed to increase stress resistance or lifespan in *sir-2.2* or *sir-2.3* mutants (Figures 3E–3H), although it should be noted that loss of *sir-2.3* increased lifespan under fed conditions to a level comparable with that seen following fasting (Figure 3H). Together, our data suggest that SIR-2.2 and SIR-2.3 are required for fasting to fully enhance stress resistance and increase longevity.

### SIR-2.2 couples reduced mitochondrial copy number with increased HSF-1 activity to promote longevity

To understand the relationship between fasting, mitochondrial sirtuins, HSF-1 activity and maintenance of proteostasis, we first asked whether *sir-2.2* was required for potentiation of HSF-1 activity. As expected, *hsp-70*, *F44E5.4*, and *hsp-16.2* mRNA were increased 3- to 4-fold in transiently fasted animals (24 h fasting followed by 24 h recovery on food) immediately following heat shock (Figures 4A–4C). In contrast, this response was severely blunted in *sir-2.2* mutants (Figures 4A–4C), suggesting that *sir-2.2* is required for fasting to increase HSF-1 activity in response to stress.

**Figure 4:**
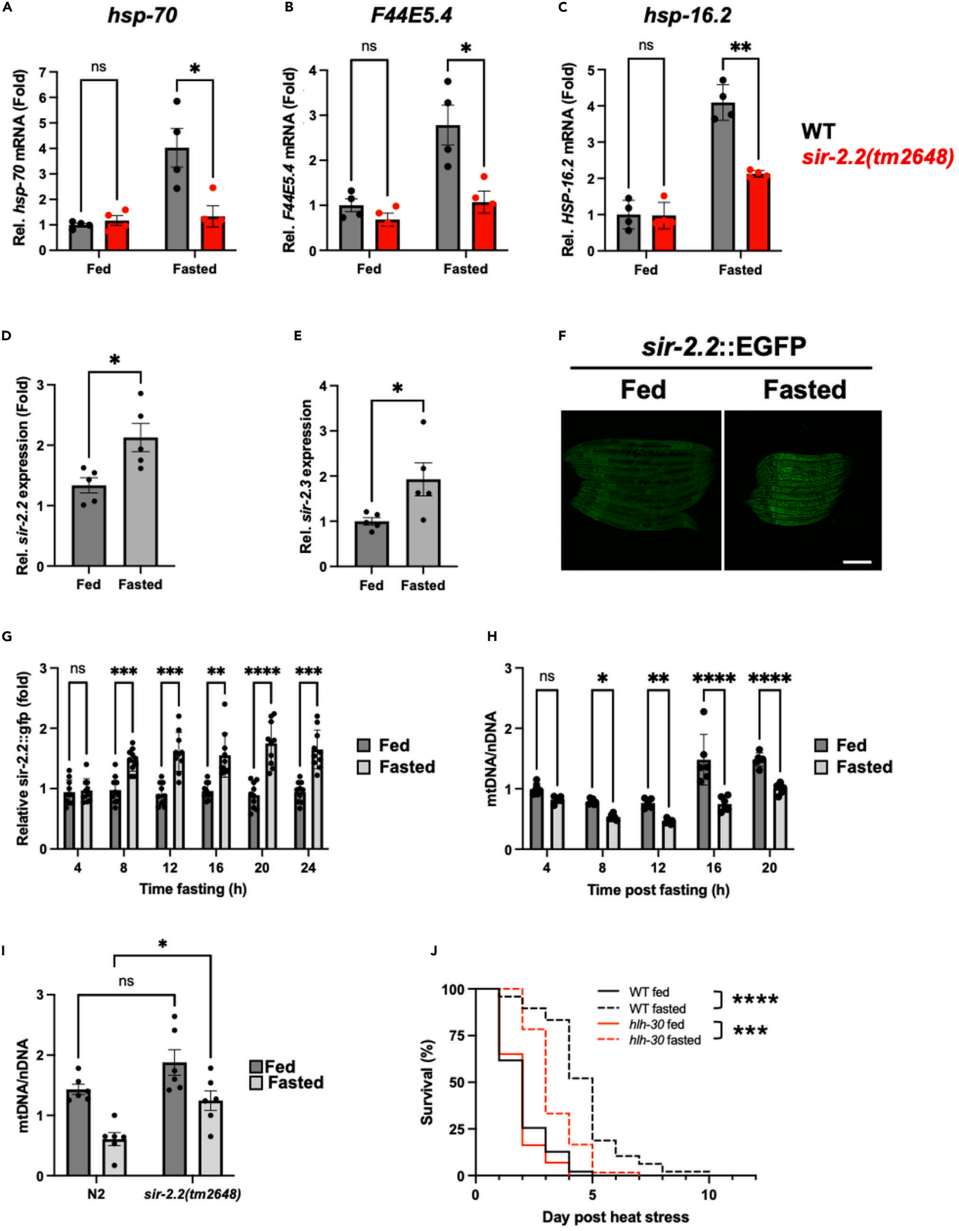
SIR-2.2 couples mitochondrial clearance with enhanced HSF-1 activity in fasted animals (A–C) Relative expression of HSF-1 target genes in fed and fasted wild-type worms or *sir-2.2(tm2648)* mutants following heat shock (35°C, 30 min). Worms were harvested immediately following heat shock. Data are plotted as mean ± (A and B) SEM or (C) SD. (D and E) Relative *sir-2.2* and *sir-2.3* mRNA levels in fed and fasted animals. Data are plotted as mean ± SEM. (F) Representative images of fed and fasted SIR-2.2:EGFP worms. Scale bar, 200 μM. (G & H) Relative (G) SIR-2.2:EGFP levels and (H) mitochondrial copy number at different times post fasting. Data are plotted as mean ± SD. (I) Mitochondrial copy number in fed and fasted wild-type or *sir-2.2(tm2648)* mutant worms. Data are plotted as mean ± SEM. (J) Survival of fed and fasted wild-type (N2) and *hlh-30* mutant worms following heat shock (35°C, 4 h). Statistical comparisons were made using two-way ANOVA with post-analysis pairwise comparison of groups (A–C and G–I), Student’s unpaired t-test (D and E) and Mantel-Cox Log-Rank test (J). ns = *p* > 0.05, ∗ = *p* < 0.05, ∗∗ = *p* < 0.01, ∗∗∗ = *p* < 0.001, ∗∗∗∗ = *p* < 0.0001. Full statistics for survival curves can be found in Table S1. The survival assay in J was run in parallel with S4C and D. Fasting conditions were as follows: A–C and J—animals were removed from food for 24 h starting at the L4 stage and then returned to food for 24 h prior to HS; D–F—animals were removed from food for 24 h starting at the L4 stage and then immediately collected or imaged; G and H—animals were removed from food at the L4 stage for the indicated times before collection; I—animals were removed from food at the L4 stage for 16 h before collection. See also Figure S4, Tables S1 and S4.

To determine whether SIR-2.2 or SIR-2.3 is elevated in response to fasting, we measured *sir*-2.2 and *sir-2.3* mRNA levels in fed and fasted animals. Both *sir-2.2* and *sir-2.3* mRNA were increased 1.5-fold and 2-fold, respectively, following 24 h of fasting (no recovery on food) (Figures 4D and 4E). In addition, we observed increased fluorescence in fasted worms expressing SIR-2.2:GFP^28^ (Figure 4F), indicating that SIR-2.2 levels, and presumably activity, are increased by fasting.

Given that SIR-2.2 is a mitochondrial protein,^28^ we hypothesized that increased SIR-2.2:GFP levels may be reflective of increased mitochondrial biogenesis. To test this, we measured SIR-2.2:GFP levels and mitochondrial copy number every 4 h following removal of food. SIR-2.2:GFP levels increased approximately 1.5-fold after 8 h of fasting and persisted at this level thereafter (Figure 4G). In contrast with our hypothesis, this was coincident with a 30–40% decrease in mitochondrial copy number within the same time window (Figure 4H). These effects were also observed in germline-less *glp-1(e2144ts)* mutants (Figures S4A and S4B), indicating that mitochondrial copy number is rapidly reduced within the soma of fasted worms. Furthermore, this reduction in mitochondrial copy number was suppressed in fasted *sir-2.2* mutants compared to wild-type animals (Figure 4I), suggesting that elevated levels of SIR-2.2 may promote mitochondrial turnover in response to fasting.

Given that imbalances in copy number between the mitochondrial and nuclear genomes can result in mitochondrial stress responses, and that *sir-2.2* is necessary for the potentiation of HSF-1, we reasoned that mitochondrial clearance may be coupled with HSF-1 activity to promote proteostasis capacity. Mitophagy is the primary mechanism by which mitochondria are removed from cells if UPS-based repair is not sufficient to correct mitochondrial defects^12^^,^^29^; to test whether mitochondrial clearance was required for potentiation of HSF-1 activity, we measured stress resistance in worms with impaired lysosomal biogenesis (*hlh-30(tm1978)*) or defective PINK1 and parkin (*pink-1(tm1779)* and *pdr-1(gk448)*), all of which are required for efficient mitophagy.^30^^,^^31^

Consistent with a coupling of mitochondrial clearance and increased HSF-1 activity, we found that stress resistance was reduced (but not abolished) in *hlh-30*, *pink-1*, and *pdr-1* mutant worms following transient fasting (Figures 4J, S4C, and S4D), suggesting that mitophagy is required for transient food withdrawal to enhance organismal robustness. However, the fact that mitophagy defective mutants remained more stress resistant than fed counterparts suggests that pathways beyond mitophagy may also contribute to stress resistance following temporary food withdrawal.

Together, our data support a model in which elevated levels of SIR-2.2 potentiate HSF-1 activity through mitochondrial clearance in fasted animals, thereby enhancing proteostasis capacity and promoting longevity. However, it remains possible that SIR-2.2 may also control mitochondrial copy number by influencing mechanisms outside of mitophagy, such as mitochondrial biogenesis.

### JMJD-3.1 promotes HSF-1 activity in response to fasting

How then, do elevated SIR-2.2 levels and reduced mitochondrial copy number influence HSF-1 activity in the nucleus? Given that changes in mitochondrial import drive mitophagy,^29^ we reasoned that SIR-2.2 may translocate to the nucleus in response to fasting. However, we did not observe any evidence for the nuclear localization of SIR-2.2:GFP in fasted animals (Figure S5A).

We next considered how SIR-2.2 could remotely influence HSF-1 activity. Mitochondrial stress responses and homeostasis are dependent on the H3K27me3 demethylase JMJD-3.1 and the lysine acetyltransferase CBP-1.^32^^,^^33^ In addition, increased expression of *jmjd-3.1* promotes HSF-1 activity following GSC removal in worms.^5^ Therefore, we hypothesized that SIR-2.2 dependent changes in mitochondrial copy number might potentiate HSF-1 activity by increasing JMJD-3.1 activity.

To test this, we exposed wild type and *jmjd-3.1* knock out (KO) worms to transient fasting (24 h fasting followed by 24 h recovery on food) and then measured the expression of HSF-1 target genes immediately following heat shock (35°C, 30 min). We observed that transiently fasted *jmjd-3.1* mutants were unable to increase the expression of HSF-1 target genes in response to heat shock to the level observed in transiently fasted wild type animals (Figures 5A and 5B). In addition, transiently fasted *jmjd-3.1* KO mutants were also not as stress resistance or long-lived as transiently fasted wild-type animals (Figures 5C and 5D). Similarly, we found that knockdown of *cbp-1* also suppressed stress resistance in fasted animals compared to empty vector (L4440) controls (Figure S5B). Consistent with an increase in JMJD-3.1 activity, we also found that total H3K27me3 levels were strongly reduced in transiently fasted animals compared to constantly fed counterparts (Figure 5E) and that H3K27me3 levels were reduced in transiently fasted worms by 20–40% at the promoters of *hsp-70*, *F44E5.4*, and *hsp-16.2*, but not at the promoter of *cdc-42*, whose expression is not regulated by HSF-1 or altered by fasting (Figure 5F). Surprisingly, reduced levels of H3K27me3 did not correlate with an increase in total levels of H3K27ac and were not due to a reduction in histone H3, the levels of which were highly elevated (Figure 5E), suggesting a substantial change in chromatin state occurs in response to fasting.

**Figure 5:**
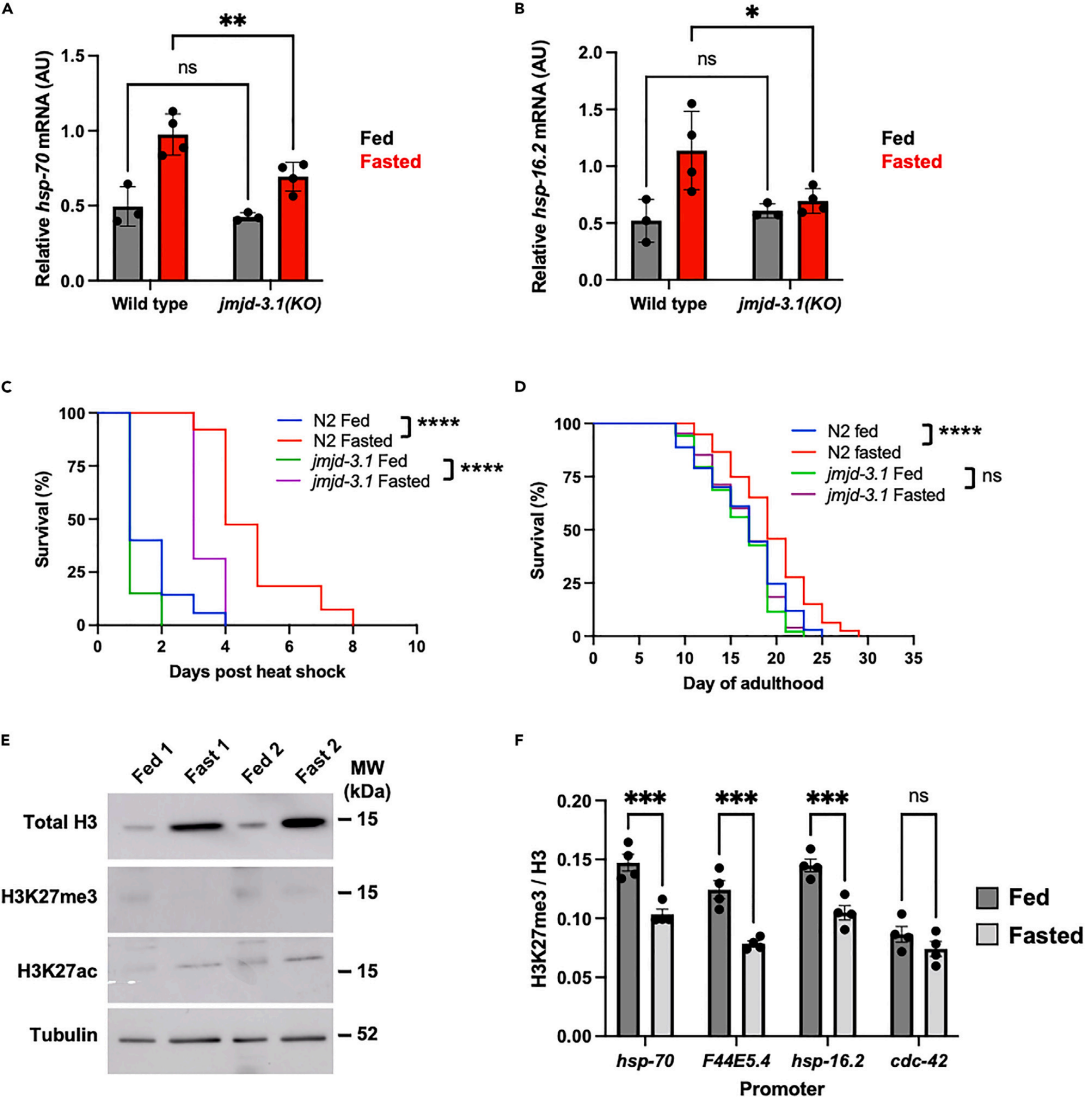
JMJD-3.1 promotes HSF-1 potentiation in response to fasting (A and B) Relative mRNA (arbitrary units, AU) of HSF-1 target genes in heat shocked (35°C, 30 min) wild-type and *jmjd-3.1(gk384) KO* mutant worms. Worms were harvested immediately following heat shock. Data are plotted as mean ± SD. (C) Survival of fed and fasted wild-type and *jmjd-3.1(gk384)* mutant worms following heat shock (35°C, 4 h). (D) Lifespan at 20°C of wild-type and *jmjd-3.1(gk384)* mutant worms. (E) Representative western blots of total histone H3, H3K27me3, H3K27ac, and tubulin in fed and fasted worms. (F) Relative H3K27me3 levels at HSF-1 target promoters in fed and fasted worms. Data are plotted as mean ± SEM. Statistical comparisons were made using two-way ANOVA with post-analysis pairwise comparison of groups (A and B), Mantel-Cox Log-Rank test (C and D) and unpaired Student’s t test (F). ns = *p* > 0.05, ∗ = *p* < 0.05, ∗∗∗ = *p* < 0.001, ∗∗∗∗ = *p* < 0.0001. Full statistics for survival curves can be found in Table S1. Fasting conditions were as follows: A–C and F—animals were removed from food for 24 h starting at the L4 stage and then returned to food for 24 h prior to HS or collection; D—animals were removed from food for 24 h starting at the L4 stage and then returned to food thereafter; E—animals were removed from food for 24 h starting at the L4 stage and then immediately collected. See also Figure S5, Tables S1 and S4. (see also Figure S5).

Together, our data suggest that in response to reduced mitochondrial copy number, JMJD-3.1 promotes HSF-1 activity in response to fasting through the demethylation of histone H3 at the promoters of HSF-1 target genes.

### Fasting selectively potentiates HSF-1 activity in mouse skeletal muscle but not brain tissue

Various forms of fasting are associated with lifespan extension in worms, flies, and mammals.^14^ Therefore, we tested whether fasting also increases HSF-1 activity in mice using a brain permeable HSF1 activator (NVP-HSP990).^34^ We found that mice subjected to fasting for 16 h exhibited no increase in the basal expression of HSF1 target genes in quadricep muscle or brain tissue (cerebrum), with *Hspa1a/b*, *Hspb1*, *Dnajb1*, and *Hsph1* mRNA decreasing in the cerebrum (Figures S6A and S6B). Similarly, fasting had no effect on the fold induction of HSF1 target genes in the cerebrum following treatment with NVP-HSP990 (Figures 6A–6C and S6C–S6E). In contrast, the induction of *Hsp90aa1*, *Hspb1*, and *Dnajb1* following NVP-HSP990 treatment, was increased in the quadriceps of fasted mice compared to fed controls (Figures 6D–6F). However, this was not seen for *Hspa1a/b*, *Dnaja1*, or *Hsph1* (Figures S6F–S6H). Together, our data demonstrate that fasting selectively potentiates HSF1 activity in mammals, but that these effects occur in a tissue-specific manner.

**Figure 6:**
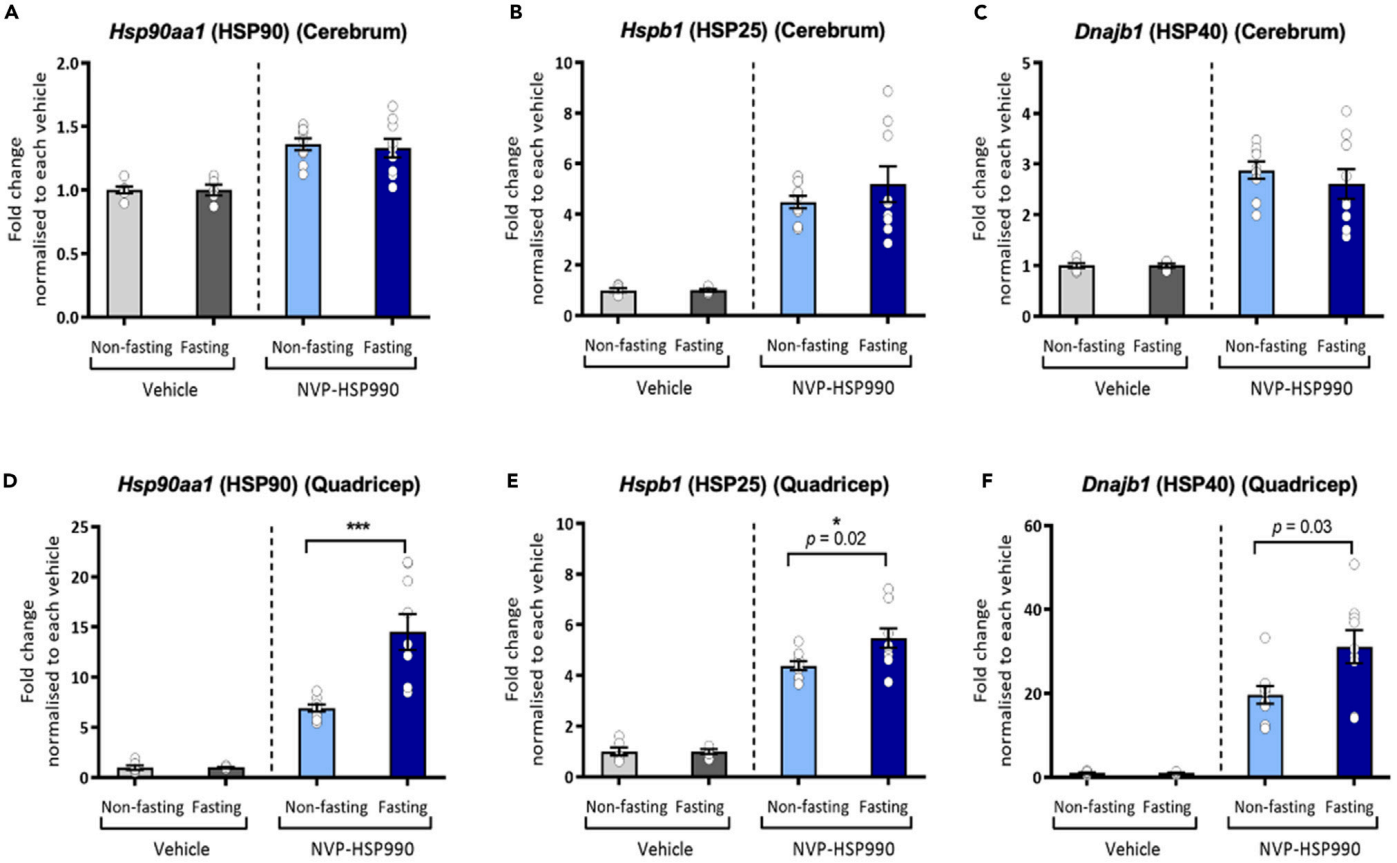
Fasting selectively potentiates HSF-1 activity in mouse skeletal muscle but not brain tissue (A–C) QuantiGene assessment of HSF-1 target genes in brain tissue of fed and fasted mice following treatment with vehicle or NVP-HSP990 (12 mg/kg). Values following NVP-HSP990 treatment were normalized to corresponding vehicle controls. Data plotted are mean ± SEM. (D–F) QuantiGene assessment of HSF-1 target genes in quadricep muscle tissue of fed and fasted mice following treatment with vehicle or NVP-HSP990 (12 mg/kg). Data plotted are mean ± SEM. Statistical comparisons were made using two-way ANOVA with Bonferroni correction. ∗∗∗*p* < 0.001. Data were screened for outliers using a ROUT test and one mouse was removed from both the NVP-HSP990 fed and fasted groups. Final sample numbers were: vehicle non-fasting = 4, vehicle fasted = 6, NVP-HSP990 non-fasting = 9, NVP-HSP990 fasted = 9. See also Figure S6, Tables S2–S4. (see also Figure S6).

## Discussion

Here, we have shown that a single, transient period of fasting, early in life, is sufficient to enhance organismal robustness and extend lifespan. These effects were associated with an enhanced ability to suppress polyglutamine aggregation in different tissues, suggesting that fasting is an effective way to maintain a healthy proteome. This is supported by earlier indications that fasting prevents the accumulation of carbonylated proteins in aged worms.^35^

Previous fasting regimens have either continuously removed food or exposed animals to multiple rounds of fasting and re-feeding in adulthood to extend lifespan.^14^ Surprisingly, we find that if food removal is administered prior to reproductive maturity, a single, transient period of fasting is sufficient to elicit beneficial effects without compromising fecundity. This suggests that as well as the duration/pattern of fasting, the stage of life when fasting is administered is a key determinant of longevity and health outcomes. However, it should also be noted that chronic or repeated removal of food can still increase lifespan, even when initiated later in adulthood.^15^^,^^36^

In *C. elegans*, the transition to reproductive maturity is marked by the repression or remodeling of numerous proteostasis pathways, including the heat shock response.^5^^,^^37^^,^^38^ Removing germline stem cells (GSCs) or compromising egg-shell integrity prevents repression of the HSR, maintains stress resistance and protects animals against age-related proteostasis collapse.^4^^,^^7^ Chronic fasting has been linked to defects in reproduction^39^; however, the fasting conditions employed here did not lead to a reduction in total brood size, suggesting that the effects we observe arise independently of changes to the germline. The fact that an analogous response is also present in mouse muscle tissues further argues that the potentiation of HSF-1 activity is a general cellular response to fasting.

An important unanswered question is, how exactly does fasting promote longevity and tissue health? Increased lifespan in response to fasting has been linked to altered metabolism, mitochondrial remodeling and increased activity of PN pathways, including the ubiquitin proteasome system, the UPR^ER^ and autophagy.^35^^,^^40^^,^^41^ We find that in addition to these pathways, the potentiation of HSF-1 activity in response to protein folding stress is also a key factor in fasting induced longevity. Consistent with this, HSF-1 is also necessary for lifespan extension in response to altered nutrient signaling,^15^^,^^19^^,^^42^^,^^43^ suggesting that HSF-1 is broadly required for the coupling of nutrient signaling and lifespan.

The relationship between early-life fasting and HSF-1 appears to be complex, with the expression of a distinct sub-set of HSF-1 target genes (sHSPs, HSP70s, DNAJs, and NEFs) being increased in response to protein folding stress but not increased under basal conditions. In fact, our data in mice suggests that the basal expression of some HSF-1 target genes declines in the brain under fasted conditions, an observation that parallels those previously reported in the livers of fasted mice and that has been linked to increased PGC1alpha activity.^44^ In addition, HSF-1 activity was potentiated within the muscles but not the brain tissues of fasted mice, possibly due to the increased resistance of the brain to fasting as compared to other organs.^45^ However, we cannot exclude the possibility that the responses identified in muscle cells are not present in neurons.

Increased HSF-1 activity has recently emerged as a key component of the cellular response to mitochondrial disturbances.^6^^,^^46^^,^^47^^,^^48^ Our data suggest that the potentiation of HSF-1 activity and the preservation of proteostasis capacity in fasted animals arises from altered mitochondrial homeostasis, specifically, elevated levels of mitochondrial sirtuins and reduced mitochondrial copy number within the first 8 h of fasting. Mitophagy is the primary route by which mitochondria are removed from cells and is responsive to increased NAD+ levels and lysosomal biogenesis.^30^^,^^49^^,^^50^ Furthermore, increased mitophagy has been shown to be necessary for lifespan extension in response to DR, while reduced mitophagy is associated with shortened lifespan.^30^^,^^49^

We find that NAD+ levels are elevated in fasted worms, and that HLH-30 (the master regulator of lysosomal biogenesis genes), and mitophagy adapters are necessary for full stress resistance in fasted animals. HLH-30 is required for increased lifespan in response to altered mitochondrial dynamics and chronic DR,^31^^,^^51^ and increased neuronal HLH-30 promotes heat stress resistance through mitochondrial fragmentation in muscle tissues.^52^ Furthermore, interactions between HLH-30 and HSF-1 have been proposed to govern autophagy, metabolism, and stress resistance.^53^^,^^54^ Therefore, we propose that in response to fasting, HLH-30 promotes organismal robustness through a combination of macroautophagy and mitophagy, which then stimulates HSF-1 activity to further enhance protein folding and degradation.

Our finding that elevated levels of SIR-2.2 and SIR-2.3 are necessary for mitochondrial clearance and enhanced HSF-1 activity in *C. elegans* is intriguing. *Sir-2.2* and *sir-2.3* mutants have been shown to be less resistant to oxidative stress and have been shown to interact with mitochondrial biotin-dependent carboxylases involved in the TCA cycle (PYC-1), amino acid catabolism (PCAA-1), and formation of ketone bodies (MCCC-1).^27^ SIRT4, the mammalian orthologue of SIR-2.2/SIR-2.3, also interacts with these enzymes and malonyl CoA decarboxylase,^27^^,^^55^ suggesting that intermediates and/or outputs from these pathways may mediate mitochondria-to-HSF-1 signaling in fasted tissues. However, unlike our findings in worms, the levels of SIRT4 have been shown to decrease in muscle and liver tissue of fasted mice.^55^ In contrast, the levels of other mammalian mitochondrial sirtuins (SIRT3 and SIRT5) increase or remain unchanged in response to fasting in mouse tissue following fasting.^56^^,^^57^ Therefore, it is possible that different upstream processes couple mitochondria with HSF1 activity in mammals. Alternatively, the activity of mitochondrial sirtuins may increase in mammals during early fasting, before protein levels decline.

Lastly, our work reveals that the potentiation of HSF-1 activity, enhanced stress resistance and increased longevity are dependent on the H3K27me3 demethylase, JMJD-3.1. Increased JMJD-3.1 activity has been found to maintain the HSR in GSC deficient animals and promotes the UPR^mt^ under conditions of mitochondrial stress.^5^^,^^32^ JMJD-3.1 has also been shown to cooperate with the H3K27 acetyltransferase, CBP-1, to promote the UPR^mt^,^33^ and we also find that CBP-1 is necessary for fasting to fully enhance stress resistance. CBP-1 is also required for DR-mediated lifespan extension in worms,^58^ providing further support for the role of histone modifiers in promoting HSF-1 activity in the absence of food. However, CBP-1 has also been shown to acetylate and negatively regulate HSF-1 in worms and mammals under non-fasted conditions.^59^ This suggests that in the absence of food, CBP-1 switches its focus from regulating HSF-1 to acting on histones. Similarly, components of the nucleosome remodeling and deacetylase complex are required for both the HSR and UPR^mt^,^60^^,^^61^ and mitochondrial stress is associated with widespread chromatin reorganization via MET-2, LIN-65, and ISW-1.^47^^,^^62^ Therefore, future work to determine how fasting alters the acetylation status of HSF-1, and general chromatin organization, may shed further light on precisely how HSF-1 activity is potentiated at a select subset of PN genes during fasting.

We also observed that total histone H3 levels are elevated in fasted animals, suggesting that histone content, as well as status, are altered by fasting. Previous studies in flies and mice have demonstrated that inhibition of mTORC1 with rapamycin is also associated with elevated H3 and H4 levels.^63^^,^^64^^,^^65^ Therefore, increased histone levels and altered chromatin organization are likely a general phenomenon of metabolic remodeling. Given that overexpression of histones also promotes tissue health and longevity, it will be interesting to ascertain the extent to which these effects are mediated by potentiated HSF1 activity and enhanced proteostasis capacity.

In summary, the absence of food prior to reproductive maturity initiates a mitochondria-to-HSF-1 signaling axis through the activity of mitochondrial sirtuins and chromatin remodeling enzymes. This leads to an altered chromatin state that facilitates HSF-1 binding in response to protein folding stress, thereby protecting tissues against age-related proteostasis collapse. We propose that this mechanism exists to preserve tissue integrity in the face of additional external stresses during nutrient deprivation. In both *C. elegans* and mammals, this would provide greater organismal robustness when seeking new food sources in order to maximize fitness.

### Limitations of the study

While our work suggests a link between mitochondrial mass and HSF-1 activity, we do not formally demonstrate that changes in mitochondrial copy number in fasted animals are exclusively through clearance and not also due to reduced mitochondrial biogenesis. In addition, while increased SIR-2.2 levels are important for fasting to reduce mitochondrial copy number, we do not formally demonstrate that SIR-2.2 has a direct role in mitophagy. Lastly, while we demonstrate that both JMJD-3.1 and SIR-2.2 are necessary for transient fasting to increase lifespan, we have not resolved whether these factors interact with one another, or act through parallel pathways to augment longevity in response to temporary food removal.

## STAR★Methods

### Key resources table

**Table:** 

REAGENT or RESOURCE	SOURCE	IDENTIFIER
**Antibodies**		

Rabbit monoclonal anti Histone H3 - Nuclear Marker	ABCAM	Cat# ab176842; RRID:AB_2493104
Rabbit monoclonal anti Histone H3 (tri methyl K27)	ABCAM	Cat# ab192985; RRID:AB_2650559
Rabbit monoclonal anti Histone H3 (acetyl K27)	ABCAM	Cat# ab177178; RRID:AB_2828007
Mouse monoclonal anti-alpha tubulin	SIGMA	Cat# T5168; B512; RRID: AB_477579

**Bacterial and virus strains**		

*E. coli* OP50	CGC	WB OP50; RRID: WB-STRAIN:OP50
*E. coli* HT115	CGC	WB HT115; RRID: WB-STRAIN:HT115

**Chemicals, peptides, and recombinant proteins**		

Paraquat	SIGMA	Cat# 856177
Tunicamycin	Cambridge Bioscience	Cat# 11445

**Critical commercial assays**		

RNeasy extraction kit	QIAGEN	Cat# 74104
iScript cDNA synthesis kit	BIO-RAD	Cat# 1708890
Qiagen PCR purification kit	QIAGEN	Cat# 28104

**Deposited data**		

All raw and processed RNA-sequencing data	Gene Expression Omnibus	GEO: GSE236616

**Experimental models: Organisms/strains**		

*C. elegans*: STRAIN N2 Bristol: (wild type laboratory strain)	CGC	WB Strain: N2
*C. elegans*: STRAIN DA1116: *eat-2(ad1116)*	CGC	WB Strain: DA1116
*C. elegans*: STRAIN CF1903: *glp-1(e2144ts)*	CGC	WB Strain: CF1903
*C. elegans*: STRAIN MQ989: *isp-1(qm150);ctb-1(qm189)*	CGC	WB Strain: MQ989
*C. elegans*: STRAIN AM738: rmIs297 [*vha-6*p::Q(44)::YFP, *rol-6(su1006)*]	Gift from Morimoto Lab	WB Strain: AM738
*C. elegans*: STRAIN AM140: rmIs132 [*unc-54*p::Q(35)::YFP]	Gift from Morimoto Lab	WB Strain: AM140
*C. elegans*: STRAIN GMC101: dvIs100[unc-54p::Abeta-1-42::unc-54 3’ UTR + mtl-2p::GFP]	CGC	WB Strain: GMC101
*C. elegans*: STRAIN CL2122: dvIs15[pPD30.38) unc-54(vector) + (pCL26) mtl-2p::gfp]	CGC	WB Strain: CL2122
*C. elegans*: STRAIN PS3551: *hsf-1(sy441)*	CGC	WB Strain: PS3551
*C. elegans*: STRAIN CF1038: *daf-16(mu86)*	CGC	WB Strain: CF1038
*C. elegans*: STRAIN RB711: *pqm-1(ok485)*	CGC	WB Strain: RB711
*C. elegans*: STRAIN TM1153: *atf-6(tm1153)*	NBRP	WB Strain: TM1153
*C. elegans*: STRAIN SJ17: *xbp-1(zc12);hsp-4::GFP*	CGC	WB Strain: SJ17
*C. elegans*: STRAIN RB545: *pek-1(ok275)*	CGC	WB Strain: RB545
*C. elegans*: STRAIN TM4525: *atfs-1(tm4525)*	NBRP	WB Strain: TM4525
*C. elegans*: STRAIN JIN1375: *hlh-30(tm1978)*	CGC	WB Strain: JIN1375
*C. elegans*: STRAIN BR4006: *pink-1(tm1779)*	CGC	WB Strain: BR4006
*C. elegans*: STRAIN VC1024: *pdr-1(gk448)*	CGC	WB Strain: VC1024
*C. elegans*: STRAIN TM2648: *sir-2.2(tm2648)*	NBRP	WB Strain: TM2648
*C. elegans*: STRAIN RB654: *sir-2.3(ok444)*	CGC	WB Strain: RB654
*C. elegans*: STRAIN WBM321: (wbmIs321[acs-2p::gfp + rol-6(su1006)]),	Gift from Mair Lab	WB Strain: WBM321
*C. elegans*: STRAIN VC936: *jmjd-3.1(gk384)*	CGC	WB Strain: VC936
*C. elegans*: STRAIN SJ4103: *zcls14*[myo-3::GFP(mit)]	CGC	WB Strain: SJ4103
*C. elegans*: STRAIN TH188: ddIs105[sir-2.2::TY1::EGFP::3XFLAG(92C12) + unc-119(+)]	CGC	WB Strain: TH188
*C. elegans*: STRAIN MAH215: sqIs11[lgg-1p::mCherry::GFP::lgg-1 + rol-6(su1006)]	CGC	WB Strain: MAH215
*C. elegans*: STRAIN PP563: hhIs64[unc-119p(+); sur-5p::UbV::gfp]	Gift from Hoppe Lab	WB Strain: PP563
*C. elegans*: STRAIN PP556: hhIs57[unc-119(+); sur-5p::gfp]	Gift from Hoppe Lab	WB Strain: PP556
*C. elegans*: STRAIN STE68: *nhr-49(nr2041)*	CGC	WB Strain: STE68

**Oligonucleotides**		

Please see Table S3 for a complete list of probes used in the QuantiGene 16-plex assay	N/A	N/A
Please see Table S4 for a complete list of primers used in this study	N/A	N/A

**Software and algorithms**		

ImageJ	Schneider et al.^66^	https://imagej.nih.gov/ij/

### Resource availability

#### Lead contact

Further information and requests for resources and reagents should be directed to, and will be fulfilled by, John Labbadia: .

#### Materials availability

This study did not generate new, unique reagents.

#### Data and code availability

• RNA-seq data have been deposited at GEO and are publicly available as of the date of publication. Accession numbers are listed in the key resources table. All data contained in this paper will be shared by the lead author upon request.
• The paper does not report original code.
• Any additional information required to re-analyze the data reported in this paper is available from the lead contact upon request.

### Experimental model and study participant details

#### *C. elegans* strains, culture conditions and fasting

All strains were maintained at 20°C on NGM plates seeded with *Escherichia coli* OP50 using standard husbandry techniques.^67^ Strains used in this study were: N2 Bristol (wild type laboratory strain), AD1116 *eat-2(ad1116)*, CF1903 *glp-1(e2144ts)*, MQ989 *isp-1(qm150);ctb-1(qm189)*, AM738 (rmIs297 [*vha-6*p::Q(44)::YFP, *rol-6(su1006)*]), AM140 (rmIs132 [*unc-54*p::Q(35)::YFP]), GMC101 dvIs100[unc-54p::Abeta-1-42::unc-54 3’ UTR + mtl-2p::GFP], CL2122 dvIs15[pPD30.38) unc-54(vector) + (pCL26) mtl-2p::gfp], PS3551 *hsf-1(sy441),* CF1038 *daf-16(mu86),* RB711 *pqm-1(ok485)*, TM1153 *atf-6(tm1153)*, SJ17 *xbp-1(zc12)*, RB545 *pek-1(ok275)*, TM4525 *atfs-1(tm4525)*, JIN1375 *hlh-30(tm1978)*, BR4006 *pink-1(tm1779)*, VC1024 *pdr-1(gk448)*, TM2648 *sir-2.2(tm2648)*, RB654 *sir-2.3(ok444)*, WBM321 (wbmIs321[acs-2p::gfp + rol-6(su1006)]), STE68 *nhr-49(nr2041)*, VC936 *jmjd-3.1(gk384)*. SJ4103 *zcls14*[myo-3::GFP(mit)], TH188 ddIs105[sir-2.2::TY1::EGFP::3XFLAG(92C12) + unc-119(+)], MAH215 sqIs11[lgg-1p::mCherry::GFP::lgg-1 + rol-6(su1006)], PP563 hhIs64[unc-119p(+); sur-5p::UbV::gfp] and PP556 hhIs57[unc-119(+); sur-5p::gfp]. Worms were fasted by moving mid-stage L4s to plates without food for indicated lengths of time (4, 8, 12, 16, 20, or 24 hours). Following fasting, worms were moved back to plates containing food for subsequent stress resistance or lifespan assays. To ensure efficient removal of food from roller strains (those carrying a *rol-6* selection marker), mid-L4 stage worms were sequentially moved to plates without food three times, with 10-minute periods of incubation/crawling allowed between each transfer.

#### Mouse breeding and maintenance

All procedures were performed in accordance with the Animals (Scientific Procedures) Act 1986, complied with ARRIVE guidelines and were approved by the University College London Ethical Review Process Committee. Animals used for fasting and QuantiGene analysis experiments were (CBA/Ca × C57Bl/6J)F1 mice (B6CBAF1/OlaHsd, Envigo). Male mice at 11 weeks of age were used for all treatment groups. Mouse husbandry was performed with up to five mice housed per cage. Mice were housed in individually ventilated cages with Aspen Chips 4 Premium bedding (Datesand) and with environmental enrichment which included chew sticks and a play tunnel (Datesand). Mice had unrestricted access to food (Teklad global 18% protein diet, Envigo) and water. The temperature was regulated at 21°C ± 1°C and animals were kept on a 12 h light/dark cycle. The animal facility was barrier-maintained and quarterly non-sacrificial FELASA screens found no evidence of pathogens.

#### NVP-HSP990 formulation and dosing of fed and fasted mice

NVP-HSP990 (2-amino-7,8-dihydro-6H-pyrido[4,3-d]pyrimidin-5-one) was obtained from Novartis Pharma AG. NVP-HSP990 was formulated as a suspension in 2% methylcellulose (Sigma), diluted in 0.9% saline solution (Severn Biotech) and sonicated twice at high frequency in an ultrasonic bath. Both vehicle and NVP-HSP990 solutions were freshly prepared for the dosing experiment. Thorough mixing was carried out between doses to maintain NVP-HSP990 as an even suspension. Male mice at 11 weeks of age were fasted by complete removal of food for 16 hours. At this point, animals were dosed with vehicle (n = 6 fed; n = 5 fasted) or 12 mg / kg NVP-HSP990 (n = 9 fed; n = 9 fasted) by oral gavage and sacrificed 2 hours later (total of 18 hours without food for fasted group). Sample sizes were based on previous experimental results.^34^ For this dosing experiment, male wild-type mice were always randomized with respect to litter of origin and age matched at 11 weeks of age. 2 hours after treatment with NVP-HSP990 or vehicle, mice were sacrificed by a schedule 1 procedure, dissected, tissues were snap-frozen in liquid nitrogen and stored at − 80°C.

### Method details

#### Tissue homogenization and QuantiGene gene expression assays

QuantiGene experiments were performed as previously described.^34^ Tissue samples were homogenised using a Polytron homogeniser for brain regions or liquid nitrogen and pre-chilled pestle and mortar for muscle, using QuantiGene reagents from Thermo Fisher Scientific, following the manufacturer’s recommendations. Housekeeping genes used for normalization in cerebrum (brain) tissue were *Canx, Atp5b, Eif4a2, Sdha, Gapdh* and *Rpl13a*. For quadricep (muscle) tissue, *Canx, Atp5b, Eif4a2,* and *Sdha* were used. The tissue lysate dilutions used for this study are listed in Table S2. Information pertaining to probe regions and accession numbers for the QuantiGene multiplex assays used in this study can be found in Table S3. The median fluorescent intensity (MFI) was read in a Magpix (Luminex) using the xPonent software.

#### RNA interference

All clones were sequenced verified before use and were obtained from the Ahringer RNAi library. RNAi was performed by growing bacteria for 16 hours at 37°C in LB containing 100 μg/ml ampicillin, with shaking (220 rpm). Cultures were then induced with 5 mM IPTG and allowed to grow at 37°C for a further 3 hours. Following induction, bacteria were allowed to cool at room temperature and were then seeded onto NGM plates containing 100 μg/ml ampicillin and 1 mM IPTG. Seeded plates were allowed to dry at room temperature before use.

#### Lifespan and stress resistance assays

In all lifespan and stress resistance assays, survival was scored by gently touching worms with a platinum pick at indicated time points. Worms were scored as dead in the absence of touch response and absence of pharyngeal pumping. In lifespan assays, worms exhibiting intestinal prolapse through the vulva (rupturing) or internal hatching of progeny (bagging) were censored. For thermorecovery assays, worms were heat shocked on seeded NGM plates at 35°C for 4 hours and allowed to recover at 20°C. For tunicamycin or paraquat treatment, worms were transferred to seeded NGM plates containing tunicamycin (50 μg/ml) or paraquat (10 mM) and maintained at 20°C until dead.

#### Proteostasis sensor assays

Polyglutamine aggregation was scored in muscle and intestinal proteostasis sensors at indicated time points under a Nikon SMZ1270 fluorescence dissecting stereomicroscope. Aggregates were determined to be any discrete foci exhibiting fluorescence signal above the background diffuse signal. Muscle function was assessed in polyglutamine expressing animals by scoring paralysis at different days of adulthood. Animals were scored as paralysed when they were unable to move forwards or backwards at least one body length in response to touch with a platinum pick. For Abeta (GMC101) and control (CL2122) animals, muscle health was assessed by measuring thrashing ability in M9 buffer (number of body bends per minute) under a Leica M80 stereo dissection microscope. Worms were shifted to 25 °C at the L4 stage to induce paralysis/thrashing defects. All scoring was performed blind to treatment groups.

#### Autophagy reporter

Animals were synchronised by egg lay for 1 hour at 20°C. Once animals reached the L4 stage, they were transferred onto NGM plates with or without food for 24 hours. After this period, worms were moved back to plates containing food for 24 hours, at which point, fed and fasted animals were heat-shocked in a water bath for 4 hours at 35°C, or kept at 20°C for an equivalent period of time. Immediately following heat shock, worms were mounted onto slides for image acquisition. Worms were mounted on 2% agarose pads in 5 mM levamisole and imaged immediately. For image acquisition, a Zeiss Imager.Z2 microscope with a Hamamatsu C13440 ORCA-Flash4.0 V3 digital camera, Apotome.2 for Z-stack images and ZenBlue software were used. Z-stacks were acquired at 0.6 μm slice intervals using 100x objective and processed as maximum intensity projections. Based on previous studies,^68^ a Z-position was selected where the nucleus could be seen in the intestine and posterior pharyngeal bulb in the pharynx. The area of the first two intestinal cells was used for the quantification of visible puncta in the intestine, whereas the area of the posterior pharyngeal bulb was used for the quantification of visible puncta in the pharynx. Green or yellow puncta were scored as autophagosomes while red puncta were scored as autolysosomes.

#### UPS reporter

Animals were synchronised by egg lay for 1 hour at 20°C. Once animals reached the L4 stage, they were transferred onto NGM plates with or without food for 24 hours. After this period, worms were moved back to plates containing food for 24 hours, at which point, fed and fasted animals were heat-shocked in a water bath for 4 hours at 35°C, or kept at 20°C for an equivalent period of time. Immediately following heat shock, worms were mounted onto slides for image acquisition. Worms were mounted on 2% agarose pads in 3 mM levamisole and imaged immediately. For image acquisition, a Nikon SMZ1270 fluorescence dissecting stereomicroscope with a DS-Fi3 5.9 MP colour camera was used. Images were processed using ImageJ.^66^

#### RNA extraction, cDNA synthesis and RTqPCR

Approximately 100-200 adult animals per treatment group were lysed in 250 μl of Trizol by vortexing for 20 minutes at 4°C. RNA was purified using an RNeasy extraction kit as per manufacturer’s instructions. cDNA was generated using 1 μg of total RNA and an iScript cDNA synthesis kit. Real-time quantitative PCR was performed using a Biorad CFX96 Real-time PCR detection system and BioRad SsoAdvanced SYBR green super mix. Expression of genes of interest was calculated relative to the housekeeping genes *rpb-2* and *cdc-42* using the standard curve method. Sequences for all primer pairs used in this study can be found in Table S3. For quantification of mRNA levels following heat shock, animals were harvested immediately after the heat shock conditions specified (35°C, 30 minutes).

#### RNA-sequencing and analysis

RNA integrity was assessed using an RNA Nano 6000 assay kit and an Agilent Bioanalyzer 2100 system. Following this, mRNA was purified from 1 μg of total RNA using poly-dT magnetic beads and cDNA libraries were generated using random hexamers and M-MuLV reverse transcriptase for first strand synthesis, followed by second strand synthesis using DNA polymerase I and RNase H. Fragments were blunt-ended and adapters were ligated before PCR was performed using Phusion high fidelity DNA polymerase. PCR products were purified using an AMPure XP system and library quality was checked using an Agilent Bioanalyzer 2100. Libraries were sequenced using an Illumina Novaseq 6000 platform to generate paired-end 150 base pair reads at a depth of 20 million reads per sample. Following sequencing, raw data were checked and reads containing adapter sequences, poly-N reads or poor-quality sequences were removed. Reads were then aligned to the *C. elegans* reference genome using Hisat2 v2.0.5 and featureCounts v1.5.0-p3 was used to quantify the number of reads mapped to each gene. Differential expression testing was carried out using DESeq2 and p-values were adjusted using Benjamini-Hochberg. Z-scores were calculated for each gene from log FPKM expression data for all differentially expressed genes (> 1.5-fold, adj p < 0.05). Up or down regulated genes were analysed using the g:profiler tool to identify KEGG processes/pathways and Gene Ontology categories that were enriched in either group. Raw and processed data can be found at the NCBI Gene Expression Omnibus using accession number GEO: GSE236616. For quantification of mRNA levels following heat shock, animals were harvested immediately after the heat shock conditions specified (35°C, 30 minutes).

#### Protein extraction and western blotting

To extract protein for western blotting, worms (approximately 500 – 1000) were collected in M9, pelleted, and then resuspended in RIPA buffer supplemented with a protease inhibitor cocktail tablet. Worm pellets were then flash frozen in liquid nitrogen and ground in microcentrifuge tubes using a plastic dounce homogenizer. Freezing and grinding were performed twice, and effectiveness of lysing was confirmed by checking a sample of the lysate under a dissecting microscope. Lysates were then centrifuged at 15,000 × *g* at 4°C for 15 minutes and the supernatant was collected. Proteins were separated by SDS-PAGE and transferred to nitrocellulose membranes before probing with primary antibodies. Blots were incubated with primary antibodies for 1 hour at room temperature (Histone H3 - 1:5000, tubulin - 1:10,000) or overnight at 4°C (anti-H3K27me3 (1:1000), anti-H3K27ac (1:1000)), washed three times with PBS-0.2% Tween, incubated with secondary antibodies for 1 hour at room temperature (mouse-HRP – 1:5000, rabbit-HRP – 1:5000), washed a further three times with PBS-0.2% Tween, and then developed using ECL detection reagents and an Amersham ImageQuant800 detection system. Densitometry of protein bands was performed using ImageJ gel analysis tools.

#### Chromatin immunoprecipitation

Worms (20,000 per treatment group) were harvested in M9, pelleted and re-suspended in 1% formaldehyde-PBS to promote cross-linking. Worms were then fixed for 30 minutes at room temperature, washed three times in PBS and resuspended in FA buffer. Worms were then dounce homogenized on ice before being subjected to sonication using a Diagenode Bioruptor sonicator (15 rounds of 30 s on 1 min off). Samples were then centrifuged at 4°C for 15 minutes and lysates were subjected to 5 more rounds of sonication to shear chromatin to approximately 500 bp in size. Pulldowns were performed by incubating 2 mg of pre-cleared chromatin with 20 μl of washed and pre-blocked Protein G Dynabeads and 2 μg antibody (anti-GFP) in 1 ml of FA buffer, overnight at 4°C. Following incubation, beads were washed twice with FA buffer, once with low salt wash buffer, once with high salt wash buffer, and once with TEL buffer before being eluted from beads using 100 μl of 1% SDS. Cross-linking was reversed by incubating samples at 65°C overnight in the presence of 20 mM NaCl, before protein and RNA were removed by RNAse A (30 min at 37°C) and Proteinase K (1 hour at 55°C) treatment. Samples were boiled at 95°C and DNA was purified using a Qiagen PCR purification kit, as per manufacturer’s instructions.

#### Mitochondrial morphology assays

The mitochondria morphology in muscle of the *zcls14[myo-3::GFP(mit)]* animals was examined. 2% of molten agarose in water was used to make glass slides. Animals were immobilized on agarose pads in 3 mM levamisole with a glass cover slip on the top. To acquire images, 63x/1.40 oil objective lens of the Zeiss Imager.Z2 microscope was used. Images were processed using ImageJ. Qualitative analysis of the mitochondria morphology in each muscle section was performed. The largest regions of clear body wall muscle were identified between the pharynx and the vulva or between the vulva and tail. No significant difference was observed between these two segments. Adjacent regions to the tail, pharynx and vulva were excluded due to the disrupted mitochondria morphology which naturally occurs there. Images were scored as fused, tubular, intermediate and fragmented based on the mitochondria structure organization.

### Quantification and statistical analysis

All statistical tests (Mantel Cox Log-rank, one-way ANOVA, two-way ANOVA and Student’s t-test) were carried out as stated within each figure legend using GraphPad Prism 9. The statistical details of all experiments can be found within the accompanying figure legends or in Table S1.

## Supplemental information

Document S1. Figures S1–S6 and Tables S2–S4

Table S1. Statistics for all lifespan and stress resistance assays, related to Figures 1, S1, 2, S2, 3, 4, S4, 5, and S5

# Supplementary material for: Mitochondrial clearance and increased HSF-1 activity are coupled to promote longevity in fasted Caenorhabditis elegans
**Source:** iScience. 2024 Apr 27;27(6):109834. doi: 10.1016/j.isci.2024.109834
**Supplement:** Document S1. Figures S1–S6 and Tables S2–S4

Supplemental information

**Mitochondrial clearance and increased
HSF-1 activity are coupled to promote
longevity in fasted *Caenorhabditis elegans***

Nikolaos Tataridas-Pallas, Yahyah Aman, Rhianna Williams, Hannah Chapman, Kevin J.H. Cheng, Casandra Gomez-Paredes, Gillian P. Bates, and John Labbadia

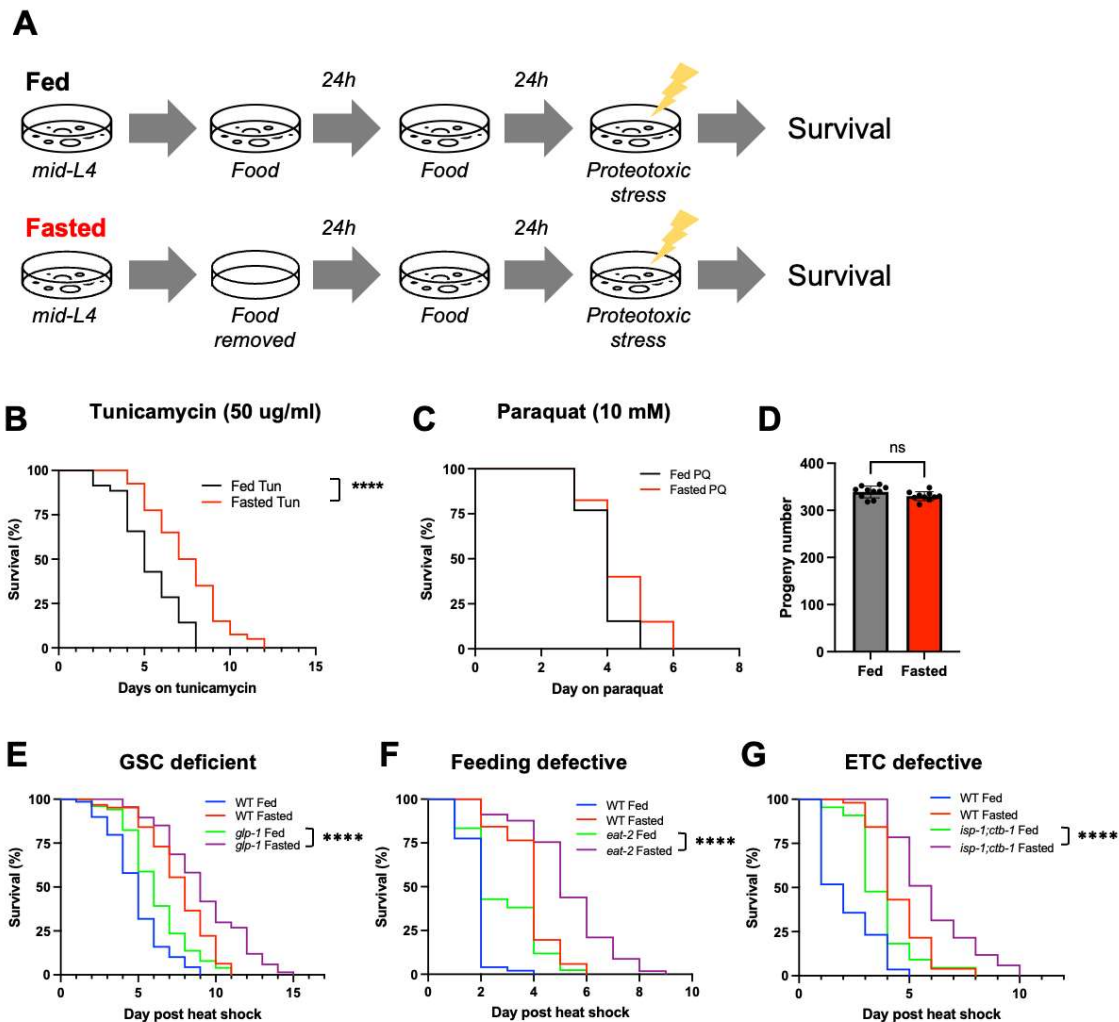

Supplemental Figure 1: Transient fasting at the transition to adulthood does not reduce total progeny number (related to Figure 1)

(A) Schematic of fasting regimen employed. **(B & C)** Survival of fed and fasted worms following **(B)** tunicamycin or **(C)** paraquat treatment. **(D)** Total number of progeny produced overall in fed and fasted animals. Data are plotted as mean $\pm$ SD. **(E - G)** Survival of fed and fasted wild-type (N2), **(E)** germline stem cell (GSC) deficient (*glp-1(e2144ts)*), **(F)** feeding defective (*eat-2(ad1116)*) and **(G)** electron transport chain (ETC) impaired (*isp-1(qm150);ctb-1(q89)*) worms following heat shock (HS) (35°C, 4 hours). Statistical comparisons were made using Mantel-Cox Log Rank test (B) and Student's unpaired t-test (D). ns = $p > 0.05$, **** = $p < 0.0001$. Full statistics for survival curves can be found in Supplemental Table 1. Fasting conditions were as follows: B-D - animals were removed from food for 24 hours starting at the L4 stage and then returned to food thereafter; E-G - animals were removed from food for 24 hours starting at the L4 stage and then returned to food for 24 hours prior to HS;

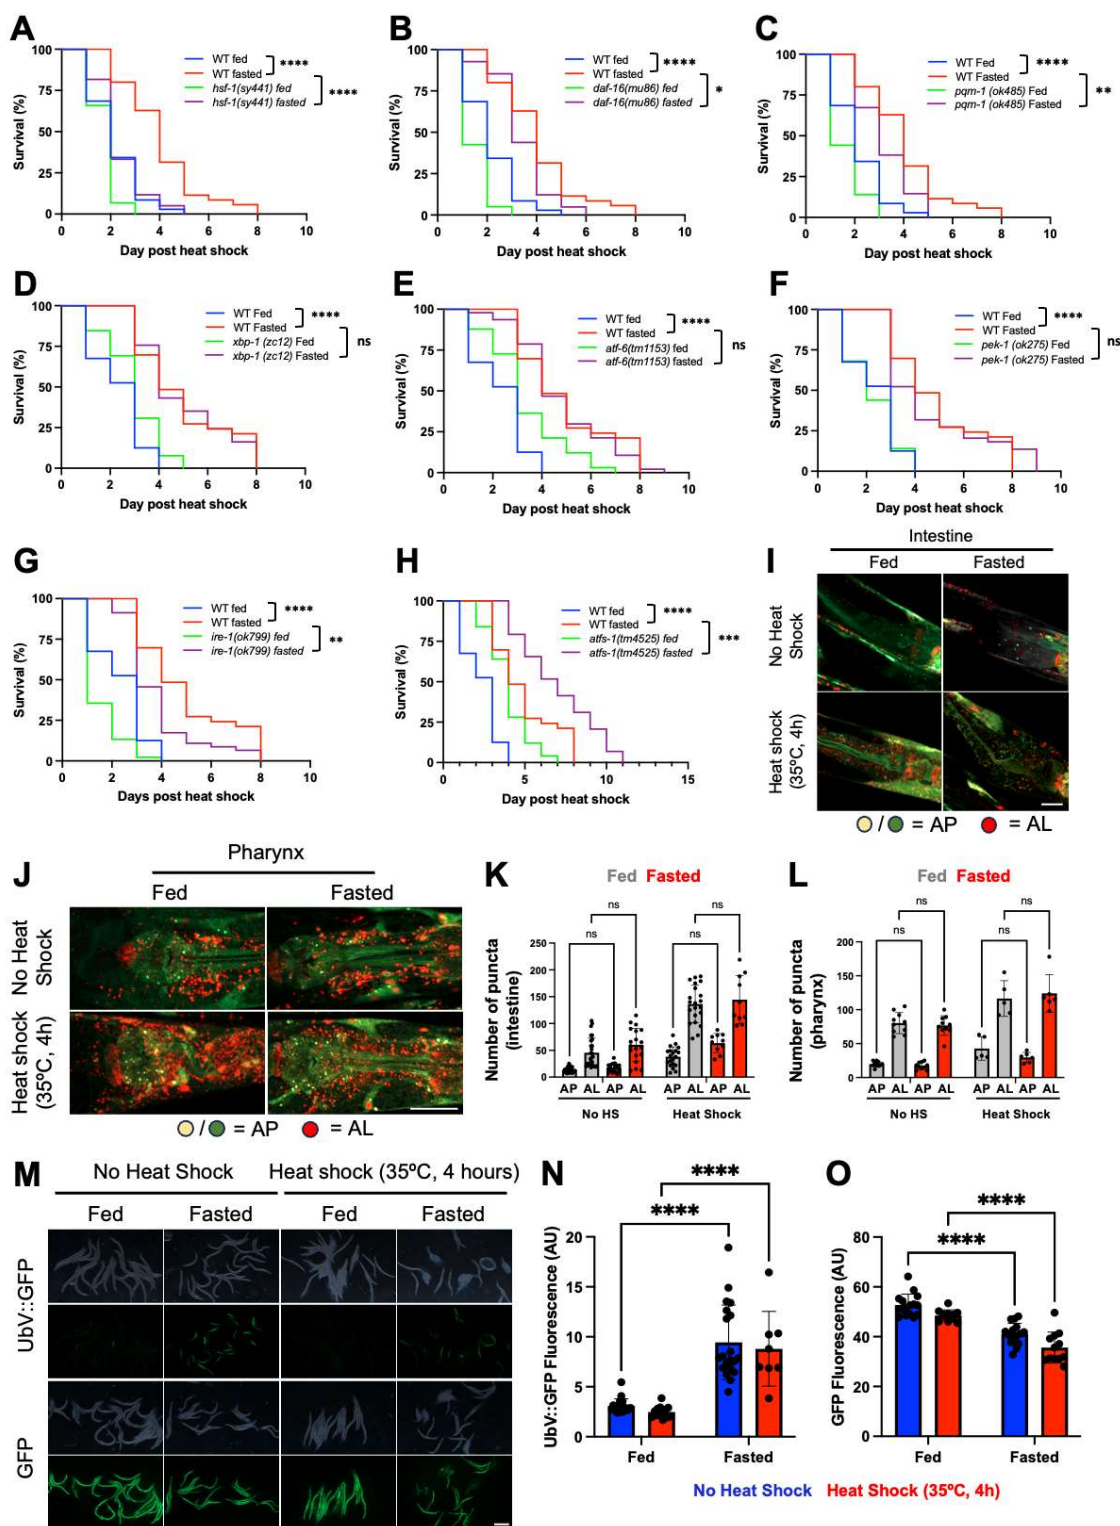

Supplemental Figure 2: Fasting does not enhance proteostasis capacity through the UPR^{ER} or UPR^{mt} (related to Figure 2)

(A - H) Survival of fed and fasted wild-type (N2) or PN mutant animals following heat shock (35°C, 4 hours). **(I & J)** Representative images of the **(I)** intestine or **(J)** pharynx of fed or fasted worms expressing GFP::LGG-1::mCHERRY and exposed to basal conditions (20°C) or heat shock (35°C) for 4 hours. Yellow and green puncta represent autophagosomes (AP), red puncta represent autolysosomes (AL). Scale bars = 20µM **(K & L)** Number of AP or AL in the **(K)** intestine or **(L)** pharynx of fed or fasted worms expressing GFP::LGG-1::mCHERRY and exposed to basal conditions (20°C) or heat shock (35°C) for 4 hours. Worms were imaged immediately following heat shock. **(M)** Representative images of fed and fasted worms expressing UbV::GFP or GFP alone following exposure to basal conditions (20°C) or heat shock (35°C) for 4 hours. Worms were imaged immediately following heat shock. Scale bar = 500µM. **(N & O)** Fluorescence intensity of **(N)** UbV::GFP or **(O)** GFP alone in fed and fasted worms following exposure to control conditions or heat shock (35°C, 4h). Data are plotted as mean +/- SD. Statistical comparisons were made using Mantel-Cox Log-Rank test (A-H) or Two-way ANOVA with pairwise comparison of groups (K, L, N and O). ns = $p > 0.05$, * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$, **** = $p < 0.0001$. Full statistics for survival curves can be found in Supplemental Table 1. Survival assays in A-C and D-H were run in parallel. Fasting conditions were as follows: A-O - animals were removed from food for 24 hours starting at the L4 stage and then returned to food for 24 hours prior to HS or imaging.

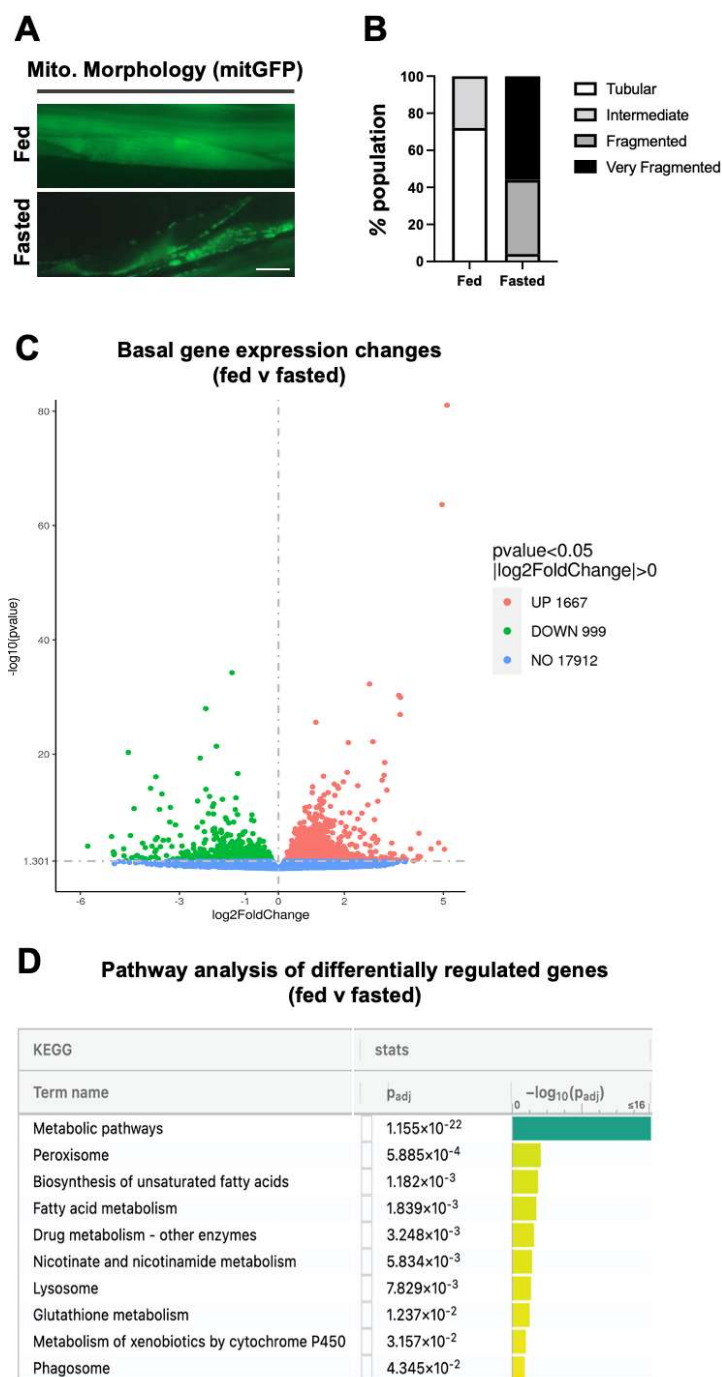

Supplemental Figure 3: Early life fasting induces mitochondrial and metabolic remodelling (related to Figure 3)

(A) Representative images of mitochondrial morphology (GFPmt) in fed and fasted animals. Scale bar = 10μM. **(B)** Relative incidence of Tubular, Intermediate, Fragmented and Very fragmented mitochondria in fed and fasted worms. **(C)** Volcano plot of up-regulated and down-regulated genes in fasted worms under basal conditions. **(D)** KEGG pathway analysis of differentially expressed genes in fasted worms. 

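A volcano plot such as that of Fig. S3C places each gene by its log2 fold change, fasted over fed, on the horizontal axis and by the -log10 of its p-value on the vertical axis, so that large and well replicated changes lie at the upper corners. In the upper right corner for the basal libraries lies warf-1 (F45E4.1), an ADP-ribosylation factor gene on chromosome IV of WBcel235 from 7634832 to 7635707, which rose 34.2-fold, from 14.8 ± 2.497 normalized counts in fed to 509 ± 88.4 in fasted worms (SD, n = 4 libraries each; adjusted p = 3.7e-06 from edgeR). Y41C4A.11, on chromosome III from 11719900 to 11723602, rose 31.1-fold (adjusted p = 0.00012 from edgeR). Of the 12 largest rises among genes that edgeR called, with a mean of at least 50 normalized counts and all fasted libraries above all fed libraries, 7 were cuticle collagen genes: col-129, col-139, col-92, col-94, col-124, col-159 and col-93, with log2 fold changes from 2.59 to 3.68. Collagens did not rise as a whole: of the 49 listed, 30 were higher and 19 lower. That direction did not differ from that of the other listed genes (Fisher's exact test, two-sided, p = 0.88). After heat shock 8 listed collagens were higher and 32 lower in fasted worms. Among the largest falls, within the same limits, were pud-3 (-3.65) and pud-4 (-3.46), which are named for proteins raised in daf-2 mutants, the P-type ATPase gene catp-3 (-3.26), the cytochrome P450 gene cyp-13A5 (-2.91) and the lipase gene lips-14 (-2.45). Members of these families may share reads. The counts that the paper gives for this plot use unadjusted p-values; in the authors' deposited table 949 of the listed genes have an adjusted p under 0.05, 732 higher and 217 lower in fasted worms. The 368 genes that edgeR called were all among those 949.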

Fasting conditions were as follows: A-D - animals were removed from food for 24 hours starting at the L4 stage and then immediately imaged or collected.

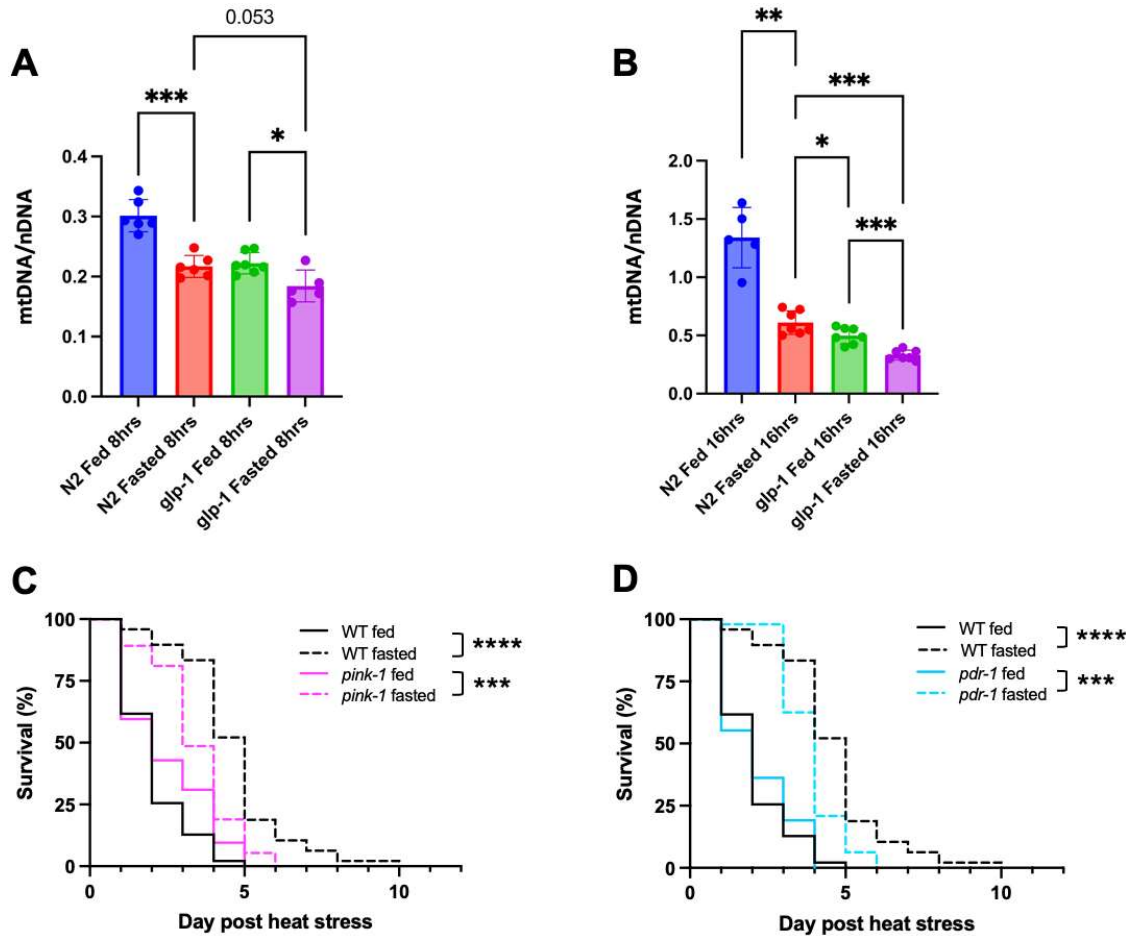

Supplemental Figure 4: Defective mitophagy suppresses stress resistance in fasted worms (related to Figure 4)

(A & B) Relative mitochondrial copy number in fed and fasted wild-type worms and germline stem cell (GSC) deficient (*glp-1(e2144ts)*) mutants at **(A)** 8 hours or **(B)** 16 hours post fasting. Data are plotted as mean $\pm$ SD. **(C & D)** Survival of fed and fasted wild-type (N2), **(C)** *pink-1* and **(D)** *pdr-1* mutant worms following heat shock (HS) (35°C, 4 hours). Statistical comparisons were made using two-way ANOVA with post-analysis pairwise comparison of groups (A & B) and Mantel-Cox Log Rank test (C & D). * = $p < 0.05$, ** = $p < 0.01$, *** = $p < 0.001$, **** = $p < 0.0001$. Full statistics for survival curves can be found in Supplemental Table 1. Survival assays in C and D were run in parallel with Figure 4J. Fasting conditions were as follows: A & B - animals were removed from food for 24 hours starting at the L4 stage for the indicated times and then immediately collected; C & D - animals were removed from food for 24 hours starting at the L4 stage and then returned to food for 24 hours prior to HS.

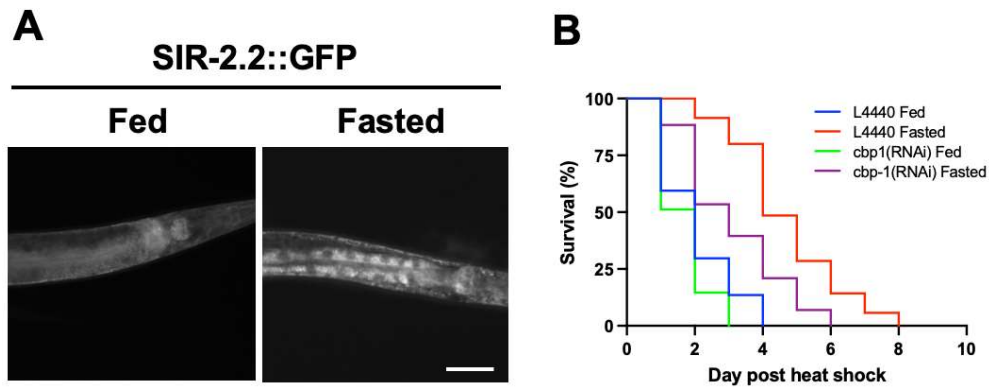

Supplemental Figure 5: CBP-1 is required for the maintenance of proteostasis in fasted animals (related to Figure 5)

(A) Representative images of fed and fasted SIR-2.2::EGFP worms. Scale bar = 100 μ M. **(B)** Survival of fed and fasted L4440 and *cbp-1*(RNAi) treated worms following heat shock (35°C, 4 hours). Full statistics for survival curves can be found in Supplemental Table 1. Fasting conditions were as follows: A - animals were removed from food for 24 hours starting at the L4 stage and then immediately imaged; B - animals were removed from food for 24 hours starting at the L4 stage and then returned to food for 24 hours prior to HS.

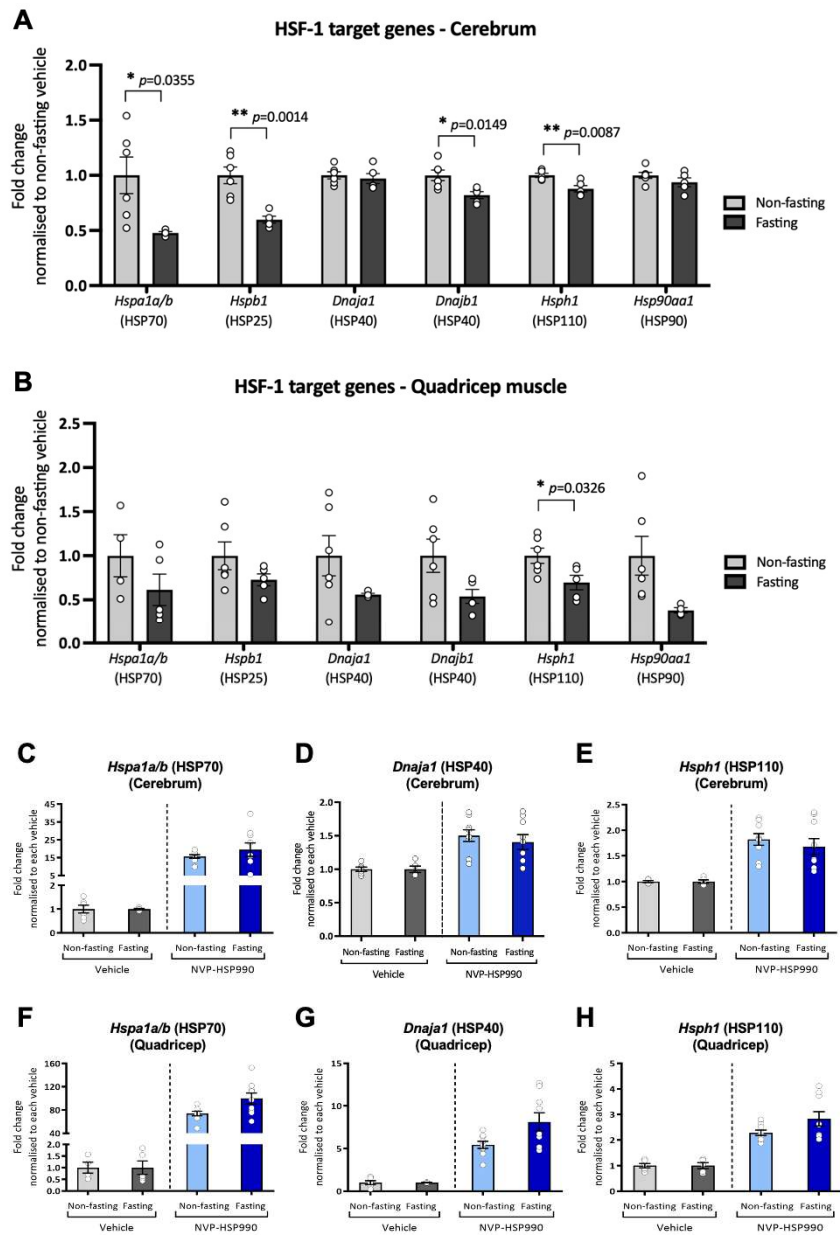

Supplemental Figure 6: Fasting does not increase the expression of HSF-1 target genes in vehicle-treated mice (related to Figure 6)

(A & B) QuantiGene assessment of HSF-1 target genes in (A) brain tissue (cerebrum) and (B) quadricep muscle of fed and fasted vehicle-treated mice. (C - E) QuantiGene assessment of HSF-1 target genes in brain tissue (cerebrum) of fed and fasted mice following treatment with vehicle or NVP-HSP990 (12 mg/kg). (F - H) QuantiGene assessment of HSF-1 target genes in quadricep muscle tissue of fed and fasted mice following treatment with vehicle or NVP-HSP990 (12 mg/kg). Data are plotted as mean $\pm$ SEM. Statistical comparisons were made using unpaired Student's t-test (A & B) or two-way ANOVA with Bonferroni correction (C-H). Data were screened for outliers using a ROUT test and one mouse was removed from both the NVP-HSP990 fed and fasted groups. Final sample numbers were: vehicle non-fasting = 6, vehicle fasted = 5, NVP-HSP990 non-fasting = 9, NVP-HSP990 fasted = 9.

**Supplemental Table 2: Tissue dilutions used in the QuantiGene 16-plex assay
(related to Figure 6, Figure S6 and STAR methods)**

Tissue	Dilution of starting material (10 mg/ 300 uL)	Final input (ug/ul)
Brain (cerebrum)	1:9	3.7
Quadricep muscle	1:2	16.6

Supplemental Table 3: Probes in the QuantiGene 16-plex assay (Related to Figure 6, Figure S6 and STAR methods)

Type	Gene Symbol	Gene name	Accession Number	Probe set region
**HK**	<i>Canx</i>	<i>Calnexin</i>	NM_007597	1195-1720
**HK**	<i>Rpl13a</i>	<i>Ribosomal Protein L13a</i>	NM_009438	2-467
**HK**	<i>Atp5b</i>	<i>ATP synthase subunit Beta</i>	NM_016774	22-409
**HK**	<i>Eif4a2</i>	<i>Eukaryotic translation initiation factor 4A2</i>	NM_013506	710-1271
**HK**	<i>Sdha</i>	<i>Succinate dehydrogenase complex flavoprotein subunit A</i>	NM_023281	76-727
**HK**	<i>Gapdh</i>	<i>Glyceraldehyde 3-phosphate dehydrogenase</i>	NM_001001303	735-1001
**GOI**	<i>Hsf1</i>	<i>Heat shock factor 1</i>	NM_008296	1712-2263
**GOI**	<i>Hspa1a/b</i>	<i>Heat shock protein 1A/B</i>	NM_010479	2186-2721
**GOI**	<i>Hspb1</i>	<i>Heat shock protein 1</i>	NM_013560	103-555
**GOI**	<i>Dnaja1</i>	<i>DnaJ (Hsp40) homolog, subfamily A, member 1</i>	NM_008298	474-1101
**GOI**	<i>Dnajb1</i>	<i>DnaJ (Hsp40) homolog, subfamily B member 1</i>	NM_018808	569-1125
**GOI**	<i>Hspd1</i>	<i>Heat shock protein 1 (chaperonin)</i>	NM_010477	1732-2170
**GOI**	<i>Hspe1</i>	<i>Heat shock protein 1 (chaperonin 10)</i>	NM_008303	259-657
**GOI**	<i>Hsph1</i>	<i>Heat shock protein 105</i>	NM_013559	1985-2430
**GOI**	<i>Hsp90aa1</i>	<i>Heat shock protein 90, alpha (cytosolic), class A member 1</i>	NM_010480	245-989
**GOI**	<i>Hsp90ab1</i>	<i>Heat shock protein 90, alpha (cytosolic), class B member 1</i>	NM_008302	1039-1542

GOI = Gene of interest; HK = Housekeeping gene

Supplemental Table 4: Primers used in this study (related to Figures 2, 4 and 5)

Target	Forward	Reverse
<i>rpb-2</i>	AACTGGTATTGTGGATCAGGTG	TTTGACCGTGTCGAGATGC
<i>pmp-3</i>	GTTCCCGTGTTCACTCAT	ACACCGTCGAGAAGCTGTAGA
<i>cdc-42</i>	TCGACAATTACGCCGTCACA	GAAACACGTCGGTCTGTGGA
<i>hsp-6</i>	AACCATTGAGCCATGCCGTA	CTTGAACAGTGGCTTGCACC
<i>hsp-4</i>	GGGGACAATCATTGGTATCG	ACGCAACGTATGATGGAGTG
<i>hsp-16.2</i>	AGATGTAGATGTTGGTGCAGT	TCTCTTCGACGATTGCCTGT
<i>hsp-70 (C12C8.1)</i>	CTACATGCAAAGCGATTGGA	GGCGTAGTCTTGTTCCCTTC
<i>hsp-70b (F44E5.4/5)</i>	TGATACCCATCTCGGAGGAG	GTGGATTGGGTGAAATGTCC
<i>sir-2.2</i>	TTAGCCTGGCCGAGATTTGG	AGTGAAGCCCATCCACGTTT
<i>sir-2.3</i>	GGGTAGCGAACAAGGGTTCA	GGTTCTCCCCAAACAACGTTAC
<i>hsp-16.2 promoter</i>	TCCATGTACCGAATGTGAGTC	TGTTCCGGTATTTATTTTCAACGGT
<i>hsp-70 promoter</i>	ATAGCATAGGCGACCCACAG	ACGTTCTCTGGCATCTTCT
<i>hsp-70b promoter</i>	CCAGCTGCATCACTCTGTCT	GGCCGACAGAAGAGACAACA
<i>cdc-42 promoter</i>	GTAAAGAAACGCTCGTGGCA	GATCGTCTGCATTTGCCTG

How the deposited data were processed for this re-analysis (not part of the article)

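Whole wild-type worms were measured by RNA sequencing in 4 groups of 4 libraries: fed and fasted worms at 20°C, and fed and fasted worms after 30 min at 35°C. The raw counts were made by the authors, who aligned paired-end reads to WBcel235 with HISAT2 2.0.5 and counted them per gene with featureCounts 1.5.0-p3; the sources used here do not state that strand was kept, so overlapping genes on opposite strands cannot be told apart. The signal values are normalized counts, which the authors made by dividing each count by a DESeq2 size factor of its library (0.842 to 1.33 under basal conditions, 0.919 to 1.24 after heat shock). The FPKM values were made by the authors from the counts, the gene length and the reads of the whole library. The log2 fold changes of the authors' deposited tables came from DESeq2, as did the p-values, which the authors adjusted by Benjamini-Hochberg; the DESeq2 version is not given in the sources used here. Each table lists only genes with an unadjusted p under 0.05 in the authors' comparison, and these genes hold 14.2% to 16.1% of the library reads under basal conditions and 17.3% to 23.0% after heat shock.

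From these values the library reads were recovered as count × 1e9 / (FPKM × length). The raw counts of the listed genes were tested with edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3), with the recovered library reads and the authors' size factors. The p-values were adjusted by Benjamini-Hochberg over the genes the authors had adjusted over, each gene that is not listed counting as a p of 1, and a gene was called changed at an adjusted p under 0.05. Fasted and fed libraries were compared within each temperature. The difference of the fasting effect between the temperatures was tested as an interaction over the genes listed in both tables, and the overlap of the tables by Fisher's exact test. Gene names came from the RefSeq table for 2638 basal and 1418 heat shock genes and from Ensembl for 2 heat shock genes, while 28 and 22 genes had no name. Single values were compared by exact permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

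The tests, the alternatives, 35 gene lists and the rule for naming genes were set before the data were examined. Named are the genes the paper names that a table lists, the 12 largest rises and 8 largest falls that passed, with libraries of the groups apart and a mean normalized count of at least 50, up to 4 genes per list with the smallest p, and 5 genes per direction of the difference between temperatures. Any other gene was chosen after its values were seen, which applies to pept-1 and hsp-16.21. The lists are named HSF-1 targets, small heat shock proteins, cytosolic HSP70 and HSP90 machinery, TRiC chaperonin, ER folding, mitochondrial unfolded protein response, proteasome, autophagy, lysosome, beta-oxidation, fatty acid synthesis, NAD metabolism, glycolysis and glyoxylate cycle, respiratory chain, mitochondrially encoded genes, DAF-16 targets, H3K27 enzymes, vitellogenins, oocyte, germline, sperm, muscle, pharynx, intestine, neurons, hypodermis, collagens, histones, ribosomal proteins, cytochrome P450s, UDP-glucuronosyltransferases, glutathione S-transferases, innate immunity, RT-qPCR reference genes, and other genes named in the paper. Members given under a sequence name, an Ensembl name or a mitochondrial gene name were matched to the tables through the reference annotations. The direction of each list was set against that of the other listed genes by Fisher's exact test, two-sided, adjusted over the lists.

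Alternatives were DESeq2 1.42.0, limma 3.58.1 on log2(FPKM + 1) and log2(FPKM + 0.1), TMM and DESeq2 size factors over the listed genes, a mean of at least 10 counts, the replicate number as a block, all 4 groups in one fit, each library left out in turn, a fold of at least 1.5, and other adjustments. Scaling by library reads alone, the heat shock check on other genes, and the fit without a pair of heat shock libraries were added after the data were seen, as was an exact conditional test of each list's direction within 10 groups of genes of similar length and the adjustment of the interaction over all genes. The deviations of same-numbered basal libraries from their group means correlated at 0.18, 0.14, 0.36 and 0.12 across 2459 genes, each above the bound of 0.1 set for taking the replicate numbers as pairs. Only 2 of the 4 correlated best with their own number (replicate 1 reached 0.31 with another), so the pairing is uncertain and comes from the data, not from the design.

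The tests were tested on simulated data with 200 changed genes. For the basal comparison (14982 genes), 4%, 32%, 74% and 78% of genes changed 1.5-, 2-, 3- and 4-fold were recovered with 4 unchanged genes called, and for the heat shock comparison (15456 genes) 22%, 30%, 64% and 68% with 1 unchanged gene called. In these simulations changes of 2-fold or less were thus mostly missed with 4 libraries per group, and part of the larger ones too. For the basal comparison, 200 changed genes are fewer than the 949 with an adjusted p under 0.05 in the authors' deposited table. With fewer changed genes the adjustment is stricter, so the basal shares may be too low. The means and spreads were drawn from the listed genes alone, and no library was simulated toward the other group. The shares may therefore not hold for the real comparisons, above all after heat shock. Replicate libraries differed by more than counting noise in each pair (chi-square per degree of freedom 12.5 to 54.8 under basal conditions and 15.9 to 51.1 after heat shock), so none is a copy of another.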

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

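The tests of depth and of the small heat shock protein, HSP70 and HSP90, and ribosomal protein levels of 2 heat shock libraries, both tests on acs-2, the tests of direction within groups of similar length, and the adjustment of the interaction over all genes were chosen only after the result was seen.

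In fasted heat-shocked worms 74 of 82 cytoplasmic ribosomal protein genes were listed and all 74 were higher, with a median log2 fold change of 0.31 (Fisher's exact test of direction, adjusted p = 4.4e-20); 0 passed an adjusted p under 0.05 with edgeR, against 13 with DESeq2, 0 with limma, 74 at an unadjusted p under 0.05 and 71 when adjusted over the list alone. The paper does not report these genes. Scaling of the libraries is argued against as the whole cause, since the median stayed at 0.20 with TMM, 0.29 with library reads alone and 0.18 with DESeq2 size factors over the listed genes. Short transcripts cannot be told apart: of the 698 other listed genes with lengths from 247 to 1295 bases 67.8% were higher (exact interval 64.2 to 71.2), which is under the bound of 90% set beforehand, but that bound was wrong, since these genes carry changes of their own and still had a median of 0.36, no lower than that of the ribosomal protein genes, against 33.3% higher among the 670 genes of other lengths. The direction still differed within groups of similar length (exact adjusted p = 4.7e-08), but the genes are expressed together and not independent, and a response of translation to fasting and heat was not tested.

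After heat shock, fed replicate 1 and fasted replicate 4 lay toward the other group in part of the genes. On a score of 56 genes called under basal conditions and listed in both tables, fed replicate 1 was at 0.18 and fasted replicate 4 at -0.27 (difference -0.45, SD 0.17), the order that exchanged labels would give. The other fasted libraries lay between 0.57 and 0.74 and the other fed libraries between -0.81 and -0.50. Both libraries of the pair thus lay between the groups and not within the range of the other group. The small heat shock proteins (difference -0.19, SD 0.19) do not decide it, and other values run with the labels: fasted replicate 4 lay above fed replicate 1 by 0.24 (SD 0.087) for the HSP70 and HSP90 genes and by 0.085 (SD 0.054) for the ribosomal protein genes, collagens put fed replicate 1 at 0.66 and fasted replicate 4 at -1.15, and fed replicate 1 correlated at 0.969 to 0.976 with the other fed and at 0.937 to 0.959 with the fasted libraries (fasted replicate 4 at 0.975 to 0.979 with fasted and 0.947 to 0.980 with fed), but these genes were listed on the labelled split, which favours the labels. Scaling is argued against, since with TMM 51 and with library reads alone 54 genes were called by edgeR on the exchanged grouping against 0 on the labelled one (507 and 520 against 1009 and 1091 at an unadjusted p under 0.05, on genes listed on the labelled grouping), and depth cannot be told apart, with 1 of the 2 libraries inside the range of the other 6. An exchange, a partial mix and variation between samples stay open, and the paper's RT-qPCR of hsp-16.2, on other samples, does not decide between them.

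acs-2 was lower in fasted worms under basal conditions, with a log2 fold change of -2.44. Exchanged fed and fasted labels are argued against, since sir-2.3 and sir-2.2, which the paper found raised by RT-qPCR after the same fast, were higher in the libraries labelled fasted, by 1.48 and 0.52 on the log2 scale. Worms that had been back on food before collection, as in the sample labels, cannot be told apart from worms collected at once. The value of -2.44 and the higher fatty acid synthesis genes (9 of 10 listed) could come from refeeding. The paper's raised acs-2p::gfp expression in worms given 24 h of recovery does not decide this, since it is a reporter protein in other samples and not acs-2 mRNA. A lower acs-2 from the fast itself stays open, untested.

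With 35 splits of the 8 basal libraries into 4 and 4, 1 split, the real one, gave as many as 368 genes, and the highest other gave 0; the genes were listed on the real split, so this does not tell whether chance is excluded. After heat shock, 35 of 35 splits gave at least the real count of 0, as any split must, so this count does not test chance. At an unadjusted p under 0.05 the real split gave 1132 genes and the highest other 539, again among genes listed on the real split. That other split, which exchanges fed replicate 1 and fasted replicate 4, gave 86 at an adjusted p under 0.05 with edgeR, which points to a structure of the samples.

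Further heat shock lists whose direction differed from that of the other listed genes were the small heat shock proteins (10 higher, 0 lower, most of them named by the paper as raised in these same samples), the nuclear-encoded respiratory chain (14 higher, 0 lower, adjusted p = 0.0017 by Fisher's exact test), neuronal genes (10 higher, 0 lower, adjusted p = 0.012 by Fisher's exact test) and collagens (8 higher, 32 lower, adjusted p = 0.00026 by Fisher's exact test). Within groups of similar length the exact adjusted p was 0.44, 0.040, 0.0016 and 3.0e-05, where the small heat shock proteins could not pass even with 10 of 10 higher, so their case is not decided. With edgeR 0 of these genes passed an adjusted p under 0.05, against 10, 14, 6 and 36 at an unadjusted p under 0.05, 0, 1, 0 and 6 with DESeq2, 0 with limma, and 5, 2, 0 and 9 when adjusted over each list alone. For the neuronal genes fed replicate 1 (0.31) and fasted replicate 4 (-0.21) lay toward the other group, and for the collagens (0.66 and -1.15) they did not.

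The fasting effect differed between heat shock and basal conditions, by the interaction test in edgeR, for ncx-7 (-2.56), tbb-6 (-2.89), tts-1 (2.502), nas-3 (-4.61), spin-1 (-2.05), F55G1.15 (-2.35), lea-1 (0.82), F08B12.4 (1.22) and C44B12.3 (1.89), as differences of log2 fold changes with adjusted p from 0.012 to 0.050 over the 410 shared genes, which were selected for a difference in each table; over all genes 0 passed with edgeR (33 at an unadjusted p under 0.05, 15 with limma over the 410). pept-1, an intestinal peptide transporter gene, was among the 16 genes, at -1.98.

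A single library stood apart from the other 3 of its group by Dixon's test in 33 of 446 groups of named genes, where chance gives 22.3 (1 in 20). In normalized counts, these were under basal conditions Y41C4A.11 (fasted 1, 2749), col-139 (fed 4, 34.2), col-124 (fed 4, 2729.5), hsp-17 (fasted 2, 394), pnc-1 (fasted 3, 796), pyk-2 (fasted 2, 685), gas-1 (fed 4, 1482), dod-3 (fasted 3, 9.15), pgl-3 (fasted 2, 6218), ssp-37 (fed 3, 77.7, and fasted 1, 33.1), ssp-35 (fed 4, 2.93), spe-11 (fed 2, 2.38), act-4 (fed 4, 12898), phat-6 (fasted 3, 368), elt-3 (fed 4, 199), ugt-53 (fasted 3, 124) and ugt-47 (fasted 4, 1010.4). After heat shock they were Y94H6A.10 (fasted 4, 10196), hsp-16.11 (fed 1, 530.2), hsp-16.49 (fed 1, 754), atf-6 (fed 4, 275), cpr-3 (fasted 3, 579), dod-17 (fed 1, 118), sqt-3 (fasted 2, 314), dpy-7 (fasted 2, 20.5), col-131 (fasted 2, 1.02), rps-21 (fasted 4, 11813), cyp-37B1 (fed 3, 71.8), ugt-25 (fasted 4, 236), gst-5 (fasted 4, 186), clec-174 (fasted 3, 1.082) and clec-259 (fasted 2, 1.02).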

How the results depend on the processing

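The tests with library reads alone, without fed replicate 1 and fasted replicate 4, within groups of similar length, and of the interaction over all genes were chosen only after the result was seen. The count of 368 basal genes became 874 with DESeq2, 746 with DESeq2 size factors over the listed genes, 686 with the replicate block, 2 with all 4 groups in one fit (over only the 410 genes listed in both tables, 56 of them among the 368), 2179 when adjusted over the listed genes only (fewer genes tested) and 2385 at an unadjusted p under 0.05; it was 329 to 375 with TMM, limma, library reads alone, a mean of at least 10 counts or a fold of at least 1.5. Leave-one-out counts ran from 107 (without fasted replicate 1) to 471 (without fed replicate 4), and 121, 133, 156, 163 and 213 without fed replicate 1, fasted replicate 4, fed replicate 2, fed replicate 3 and fasted replicate 3. After heat shock the count of 0 with edgeR became 51 with DESeq2, 1 and 3 with limma at pseudocounts of 1 and 0.1, 470 when adjusted over the listed genes only and 1132 at an unadjusted p under 0.05, and was 0 in every leave-one-out fit with edgeR (642 to 1177 at an unadjusted p under 0.05). Without fed replicate 1 and fasted replicate 4 together it was 216, but these libraries were left out for the outcome tested. The heat shock replicate numbers correlated at 0.30, 0.087, 0.31 and 0.34 (3 of 4 best with their own number); replicate 2 is under the bound of 0.1, so they were not taken as pairs, which these values do not exclude, and the replicate block gave 0 with edgeR. Of the named HSF-1 targets, 1 basal gene became 5 at an unadjusted p under 0.05, 2 over the list alone, 3 with the replicate block, 2 with DESeq2 and 0 (without fasted replicate 1) to 1 in leave-one-out fits; after heat shock 0 became 17 at an unadjusted p under 0.05 and 17 over the list alone. The 16 interaction genes became 9 with the replicate block and 0 (without replicate 1 or 4) to 11 (without replicate 3) in leave-one-out fits, 2 without replicate 2, and 0 with edgeR when adjusted over all genes rather than the 410 (more genes counted, 33 at an unadjusted p under 0.05). The 410 shared genes became 0 at an adjusted p under 0.05 in both and 266 at 1.5-fold in both. The 4 basal lists with a direction of their own became 2 when only members past the adjusted p were used; after heat shock this gave no value. Within groups of similar length there were 3 basal lists (the oocyte list left, adjusted p = 0.054 with 7 of 7 lower) and 7 instead of 6 after heat shock. There the lysosome joined, as did the HSP70 and HSP90 machinery, whose listed genes the paper names as raised in these same samples. Neither list could pass without the length groups, although all of its listed genes were higher. The small heat shock proteins could not pass, with 8.00 of 10 expected higher, so their loss says nothing about length. With DESeq2 size factors over the listed genes, Y22D7AL.10 turned to -0.089 and pnc-1 to -0.035. Named genes gave 1721 basal values on the same side of the threshold, 239 no longer past it, 49 newly past it and 2 reversed, and 1673 and 40 (newly past it) after heat shock. Apart from adjustments and omitted libraries, the cause was not tested. Of the 368 basal genes, 356 were also called with the replicate block; among named genes 10 joined and 1, xbp-1, left. Depth limits genes with few counts, such as ssp-35.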

Differences from the paper's values

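With edgeR on all libraries, no count set beside the paper's at its stated threshold, an unadjusted p under 0.05, differed by more than 1.5-fold. There were 1526 higher and 859 lower genes under basal conditions, against the paper's 1667 and 999. The genes were listed for passing that threshold in the authors' own test on these libraries, so this is not an independent check. Of the alternatives set before the data were examined, TMM over the listed genes (988 higher) and DESeq2 size factors over the listed genes (603 higher) differed by more than that. So did the fits without fed replicate 1 or 2 or without fasted replicate 1, 3 or 4, with 525 to 654 lower genes. The fit of all 4 groups covered only the 410 genes listed in both tables and is not set beside the paper's counts. The remaining alternatives did not differ by more than that. Of the 18 listed named HSF-1 targets, 17 were higher after heat shock, as the paper states. The paper also names hsp-70 among the genes raised in fasted worms after heat shock, and hsp-70 is not among the 1442 listed genes. For hsp-90, which the paper names as raised, edgeR gave a log2 fold change of 0.27 with an unadjusted p of 0.062, while the p in the authors' deposited table is 0.038.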

Other observations

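Under basal conditions, further lists gave these values, all from edgeR with n = 4 libraries per group. Of 17 muscle genes 14 were listed, all higher (Fisher's exact test of direction, adjusted p = 0.014, and 0.0069 by an exact test within groups of similar length), and 7 rose (14 when adjusted over the list alone, 12 with the replicate block), among them mup-2 (log2 fold change 1.38, standard error 0.17). Of 13 intestinal genes 8 were listed and 4 rose (5 higher and 2 lower when adjusted over the list alone, 5 and 1 with the replicate block), with act-5 at 1.03 (standard error 0.12). Of 6 vitellogenins, yolk proteins whose genes share reads, 4 were listed and all 4 fell (4 when adjusted over the list alone), vit-3 by 1.41 (standard error 0.10). Of 26 oocyte genes 7 were listed, all lower (Fisher's exact test, adjusted p = 0.014, but 0.054 within groups of similar length), with 0 past an adjusted p under 0.05 with edgeR, 0 with DESeq2 and limma, 1 with the replicate block and 7 at an unadjusted p under 0.05. Of 343 innate immunity genes 61 were listed, 22 higher and 39 lower (Fisher's exact test, adjusted p = 0.00082, and 5.7e-06 within groups of similar length), and 5 rose and 6 fell (5 and 9 when adjusted over the list alone, 6 and 19 with the replicate block), with clec-210 at -2.07 (standard error 0.25). Of 177 collagens 49 were listed, and 15 rose and 3 fell (22 and 5 when adjusted over the list alone, 18 and 3 with the replicate block). Of 22 ER folding genes 9 were listed and 6 rose (7 when adjusted over the list alone), with hsp-3 at 0.65 (standard error 0.10) and xbp-1 at 0.41 (standard error 0.09, adjusted p = 0.048, 0.057 with the replicate block). Of 21 DAF-16 targets 8 were listed, and 1 rose and 4 fell (1 and 6 when adjusted over the list alone, 1 and 5 with the replicate block), with dod-3 at -4.34 (standard error 0.69). Of 82 ribosomal protein genes 5 were listed and 2 rose, of 14 hypodermal genes 5 were listed and 2 rose, and of 79 sperm genes 4 were listed and 1 rose, fog-3 (2, 2 and 1 when adjusted over each list alone); 1 sperm gene also fell with the replicate block. Neuronal genes (9 of 22 listed, all higher), germline (2 of 25), pharynx (3 of 14), histones (4 of 82), H3K27 enzymes (mes-6 of 8) and the mitochondrial unfolded protein response (Y22D7AL.10 of 14) had 0 past an adjusted p under 0.05 with edgeR, against 8, 2, 2, 3, 1 and 1 at an unadjusted p under 0.05, 2, 0, 0, 1, 0 and 0 with DESeq2, 0 with limma and 0 when adjusted over each list alone; with the replicate block 4 neuronal genes rose and 1 germline gene fell. Of 32 other genes named in the paper 6 were listed, and 2 rose and 1 fell (3 and 1 when adjusted over the list alone, 1 and 1 with the replicate block). No RT-qPCR reference gene was listed in either table, and none of the 12 protein genes of mitochondrial DNA was listed under basal conditions.

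After heat shock, 4 of 22 ER folding genes were listed, with log2 fold changes of 0.79 for hsp-4, 0.48 for xbp-1, 0.37 for pek-1 and -0.28 for atf-6 (standard errors 0.21, 0.14, 0.17 and 0.14). Of the H3K27 enzymes, jmjd-3.1 was at -0.70 (standard error 0.28) and mes-3 at -0.18 (standard error 0.08). Of the remaining lists, those with listed genes were mitochondrially encoded genes (MTCE.34, which encodes ND3, higher by 0.46, standard error 0.20), the lysosome (6 higher, 0 lower, exact adjusted p = 0.033 within groups of similar length), beta-oxidation (1 and 3), fatty acid synthesis (0 and 1), NAD metabolism (1 and 1), glycolysis (3 and 0), the mitochondrial unfolded protein response (1 and 1), DAF-16 targets (1 and 0), oocyte (1 and 2), germline (0 and 2), sperm (1 and 1), muscle (1 and 0), pharynx (1 and 2), intestine (0 and 1), hypodermis (1 and 5), histones (3 and 2), cytochrome P450s (1 and 3), UDP-glucuronosyltransferases (5 and 2), glutathione S-transferases (3 and 0), innate immunity (7 and 12) and other genes named in the paper (3 and 2). With edgeR and limma 0 of these genes passed an adjusted p under 0.05, while DESeq2 called 1 germline and 2 UDP-glucuronosyltransferase genes, 1 germline, 2 pharynx, 4 hypodermis and 1 UDP-glucuronosyltransferase gene passed when adjusted over the list alone, and edgeR called 1132 of all listed genes at an unadjusted p under 0.05.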
